# Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages

**DOI:** 10.1371/journal.pone.0184612

**Published:** 2017-09-13

**Authors:** Qing Li, Raquel Hegge, Phillip J. Bridges, James C. Matthews

## Abstract

Consumption of ergot alkaloid-containing tall fescue grass impairs several metabolic, vascular, growth, and reproductive processes in cattle, collectively producing a clinical condition known as “fescue toxicosis.” Despite the apparent association between pituitary function and these physiological parameters, including depressed serum prolactin; no reports describe the effect of fescue toxicosis on pituitary genomic expression profiles. To identify candidate regulatory mechanisms, we compared the global and selected targeted mRNA expression patterns of pituitaries collected from beef steers that had been randomly assigned to undergo summer-long grazing (89 to 105 d) of a high-toxic endophyte-infected tall fescue pasture (HE; 0.746 μg/g ergot alkaloids; 5.7 ha; *n* = 10; BW = 267 ± 14.5 kg) or a low-toxic endophyte tall fescue–mixed pasture (LE; 0.023 μg/g ergot alkaloids; 5.7 ha; *n* = 9; BW = 266 ± 10.9 kg). As previously reported, in the HE steers, serum prolactin and body weights decreased and a potential for hepatic gluconeogenesis from amino acid-derived carbons increased. In this manuscript, we report that the pituitaries of HE steers had 542 differentially expressed genes (P < 0.001, false discovery rate ≤ 4.8%), and the pattern of altered gene expression was dependent (P < 0.001) on treatment. Integrated Pathway Analysis revealed that canonical pathways central to prolactin production, secretion, or signaling were affected, in addition to those related to corticotropin-releasing hormone signaling, melanocyte development, and pigmentation signaling. Targeted RT-PCR analysis corroborated these findings, including decreased (P < 0.05) expression of *DRD2*, *PRL*, *POU1F1*, *GAL*, and *VIP* and that of *POMC* and *PCSK1*, respectively. Canonical pathway analysis identified HE-dependent alteration in signaling of additional pituitary-derived hormones, including growth hormone and GnRH. We conclude that consumption of endophyte-infected tall fescue alters the pituitary transcriptome profiles of steers in a manner consistent with their negatively affected physiological parameters.

## Introduction

*Epichloe coenophialum* is an endophytic fungus that infects most tall fescue (*Lolium arundinaceum*) pastures commonly used in animal grazing systems in the eastern half of the United States [1]. The interaction between *N*. *coenophialum* and tall fescue produces ergot alkaloids [2]. Consumption of ergot alkaloid-containing tall fescue impairs several metabolic, vascular, growth, and reproductive processes in cattle, collectively producing a clinical condition known as “fescue toxicosis” [3].

The anterior pituitary gland secretes hormones that affect control over several physiological processes altered by consumption of ergot alkaloid-containing forages, including hormones for metabolism (TSH), growth (GH), reproduction (LH, FSH), stress responses (ACTH), and lactation (prolactin) [4]. Despite these known relationships, we are unaware of reports that describe the effect of fescue toxicosis on pituitary genomic expression profiles.

The goal of the current research was to determine whether gene expression profiles differed between whole pituitaries of growing beef steers grazing pastures containing high (HE) or low (LE) amounts of toxic endophyte-infected tall fescue. We used transcriptome and targeted gene expression analyses to identify specific candidate molecules and signaling pathways responsible for the altered physiology of steers consuming HE forages. The global hypothesis tested was that consumption of endophyte-infected tall fescue would alter pituitary transcriptome profiles and that at least the pituitary genes responsible for the production and secretion of prolactin would be down-regulated and those for POMC/ACTH would be up-regulated.

## Materials and methods

### Animal model

All procedures involving animals were approved by the University of Kentucky Institutional Animal Care and Use Committee. The animal management regimen and model for steers that yielded the pituitary tissue of the present experiment have been reported. As described in detail previously [5–7], 19 beef steers (predominately Angus) were denied access to feed and water for 14 h, weighed, and subdivided into 2 groups based on BW. The steers were randomly allotted (d0) within BW group to graze either a low-toxic endophyte tall fescue-mixed pasture (LE; 5.7 ha; 0.023 μg ergot alkaloids/g; n = 9; BW = 267 ± 14.5 kg) or a high-toxic endophyte-infected tall fescue pasture (HE; 5.7 ha; 0.746 μg ergot alkaloids/g; n = 10; BW = 266 ± 10.9 kg) for an 89-d grazing period. Analysis of ergot alkaloid levels between the two pastures revealed that the HE steers were exposed to 25 and 21 times more ergovaline/ergovalinine and lysergic acid/isolysergic acid, respectively, than were the LE steers [5]. After the common 89-d grazing period on pastures, steers were slaughtered in the University of Kentucky Meat Laboratory (Lexington, KY) over a 17-day period. Throughout the slaughter period, steers continued to graze their respective treatment pastures. Details of the slaughter period and process have been reported [5].

### Sample collection and RNA preparation

Steers were stunned by captive bolt pistol and exsanguinated. Within 10 to 12 minutes of death, the whole pituitary was collected from each animal, placed in a foil pack, flash-frozen in liquid nitrogen, and stored at -80°C. Three pituitary glands (1 LE, 2 HE) were not used in the microarray analysis because of tissue damage incurred during the collection process. As a result, eight pituitaries (n = 8) for both LE and HE treatment groups were subjected to RNA analyses.

Total RNA was extracted from the whole frozen pituitary tissue using TRIzol Reagent (Invitrogen Corporation, Carlsbad, CA) following the manufacturer’s instructions. The RNA concentrations were determined using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE), which revealed that all samples had an average concentration of 678 ng/μl and were of high purity with 260:280 nm absorbance ratios ranging from 1.71 to 1.91 and 260:230 nm absorbance ratios ranging from 2.08 to 2.55. The integrity of total RNA was examined by gel electrophoresis using an Agilent 2100 Bioanalyzer System (Agilent Technologies, Santa Clara, CA) at the University of Kentucky Microarray Core Facility. All RNA samples had 28S:18S rRNA absorbance ratios greater than 1.7 and RNA integrity numbers greater than 8.7.

### Microarray analysis

The custom WT Btau 4.0 Array (version 1) GeneChip (Affymetrix, Inc., Santa Clara, CA) was used [8] to investigate the effect of HE vs. LE consumption on bovine pituitary gene expression profiles. Microarray analysis was conducted according to the manufacturer’s standard protocol at the University of Kentucky Microarray Core Facility. Briefly, 3 μg of RNA for each sample was first reverse-transcribed (RT) to cDNA and then from cDNA (double-stranded) to complementary RNA (cRNA; single-stranded), which was then labeled with biotin. The biotinylated cRNAs were further fragmented and used as probes to hybridize the gene chips in the GeneChip Hybridization Oven 640 (Affymetrix), using 1 chip per RNA sample. After hybridization, the chips were washed and stained on a GeneChip Fluidics Station 450 (Affymetrix). The reaction image and signals were read with a GeneChip Scanner (GCS 3000, 7G; Affymetrix), and data were collected using the GeneChip Operating Software (**GCOS**, version 1.2; Affymetrix). The raw expression intensity values from the GCOS (i.e., 16 *.cel files from the raw methylation measurements) were imported into Partek Genomics Suite software (**PGS**, version 6.6; Partek Inc., St. Louis, MO). For GeneChip background correction, the algorithm of Robust Multichip Averaging adjusted with probe length and GC oligo contents was implemented [9, 10]. The background-corrected data were further converted into expression values using quantile normalization across all the chips and median polish summarization of multiple probes for each probe set.

All the GeneChip transcripts were annotated using the NetAffx annotation database for Gene Expression on Bovine GeneChip Array ST 1.1, provided by the manufacturer (http://www.affymetrix.com/analysis/index.affx, last accessed in March 2016, annotation file last updated in April 2014). Quality control of the microarray hybridization and data presentation was performed by MA plot on all the gene expression values and by box plot on the control probe sets on the Affymetrix chips. Pearson (Linear) Correlation generated the similarity matrix (last accessed in March 2016, Partek Genomics Suite 6.6 6.15.0422). The average correlation between any pair of the 16 GeneChips was 0.98, and all GeneChips were further analyzed. Principal component analysis (**PCA**) was performed to elucidate the quality of the microarray hybridization and visualize the general data variation among the chips (Partek, 2015). To assess treatment effects (HE vs. LE) on the relative expression of the pituitary gene transcripts, qualified microarray data were subjected to one-way ANOVA using the same PGS software. To achieve a higher degree of confidence (i.e., a more conservative approach), transcripts showing treatment effects at the significance level of P < 0.001 (false discovery rate of ≤ 4.8%) were defined as differentially expressed. These differentially expressed genes/gene transcripts (**DEGs**) were subjected to hierarchical clustering analysis using PGS software and to canonical, functional, and network pathway analyses using the Core Analysis program of Ingenuity Pathway Analysis online software (IPA, Build version 430059M, Content version 31813283; http://www.ingenuity.com [accessed in December, 2016]; Ingenuity Systems, Inc., Redwood City, CA).

All the microarray *.cel files collected by GCOS plus the GC Robust Multichip Averaging-corrected data processed by PGS software of this manuscript have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (**GEO**; http://www.ncbi.nlm.nih.gov/geo/) [released October 23, 2014]), are minimum information about a microarray experiment (**MIAME**) compliant [11], and are accessible through GEO series accession number GSE62570.

### Real-time RT-PCR analysis

Primer sets for genes selected for real-time reverse transcription (RT) PCR analysis (S1 Table) were designed using the NCBI Pick Primers online program against RefSeq sequences (accessed January to June 2016). Real-time RT-PCR was performed using an Eppendorf Mastercycler ep *realplex*2 system (Eppendorf, Hamburg, Germany) with iQ SYBR Green Supermix (Bio-RAD, Hercules, CA), as described [12]. Briefly, cDNA was synthesized using the SuperScript III 1st Strand Synthesis System (Invitrogen), with 1 μg of RNA used for each reverse transcription reaction. Real-time RT-PCR was performed with a total volume of 25 μL per reaction, with each reaction containing 5 μL of cDNA, 1 μL of a 10 μM stock of each primer (forward and reverse), 12.5 μL of 2× SYBR Green PCR Master Mix, and 5.5 μL of nuclease-free water. Gene expression was analyzed by the 2^−ΔΔCT^ method [13].

The resulting real-time RT-PCR products were purified using a PureLink Quick Gel Extraction Kit (Invitrogen) and sequenced at Eurofins Scientific (Eurofins, Louisville, KY). Sequences were compared with the corresponding RefSeq mRNA sequences used as the templates for primer set design. The sequences of the primers and the resulting sequence-validated real-time RT-PCR reaction amplicons for selected DEGs and the endogenous control genes *ACTB*, *PPIA*, and *UBC* are presented in S1 Table and S1 Fig, respectively. Primers for *ACTB* were from Lisowski et al. [14], and primers for *s-PRLR* and *l-PRLR* were from Thompson et al. [15]. All sequenced amplicons had at least 98% identity with their template sequences. The raw CT values of *ACTB*, *PPIA*, and *UBC* in pituitary tissue of HE and LE steers did not differ (P = 0.57, 0.42, 0.82; respectively). Accordingly, the geometric mean expression of *ACTB*, *PPIA*, and *UBC* was used to normalize the relative quantities of the selected DEGs mRNA expression, and all RT-PCR reactions were conducted in triplicate.

### Selected miRNA-target gene interactions

To identify (predict) microRNAs (miRNAs) that might regulate [15, 16] prolactin or POMC/ACTH production, microarray-identified differentially expressed miRNAs (**DEMs**) were uploaded into TargetScan online software (Release 7.1, http://www.targetscan.org/), and the species-specific “Cow” filter applied. The resulting miRNA candidates were ranked based on cumulative weighted context++ scores [16] and then reduced to only those predicted to bind mRNA of genes involved in prolactin or POMC/ACTH production or to bind to mRNA coding known transcription factors of prolactin and POMC/ACTH pathway genes.

### Statistical analyses

To test for HE vs. LE treatment effects on the relative expression of the pituitary gene transcripts, microarray hybridization data were subjected to one-way ANOVA using the PGS software as described in the “Microarray Analysis” section above. To determine the effect of treatment, the relative expression levels of selected DEGs analyzed by real-time RT-PCR were subjected to one-way ANOVA using the GLM procedure of the SAS statistical software package (version 9.4; SAS Inst., Inc., Cary, NC), with the endophyte level as the fixed effect. For these data, significance was declared when P ≤ 0.05, and a tendency to differ was declared when 0.10 ≥ P > 0.05.

## Results

### Differentially expressed genes

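Pituitary glands of 16 beef steers were analysed, 8 from steers that had grazed high-toxic endophyte-infected tall fescue (HE; 0.746 μg ergot alkaloids/g) and 8 from steers that had grazed low-toxic pasture (LE; 0.023 μg ergot alkaloids/g) for 89 to 105 d. Tall fescue carries a fungal endophyte that makes ergot alkaloids, compounds that resemble dopamine and other biogenic amines. RNA was extracted from the whole gland, so each value averages over the lobes and cell types of 1 pituitary, and each RNA sample was hybridized to its own bovine whole-transcript GeneChip. The steers are separate animals, so the spread between arrays of a group includes the variation between animals. Each group grazed 1 pasture, so an effect of the alkaloids cannot be told apart from other differences between the pastures. The authors corrected the scanner signals for background by Robust Multichip Averaging adjusted with probe length and GC content, applied quantile normalization across all the chips and summarized the probes of each probe set by median polish. The deposited table holds log2 expression values of 26303 probe sets on 16 arrays, and they were used without further normalization. The paper's one-way test, run on these values, does not give back all DEGs of S2 Table, so they may differ from those the paper tested. The median of an array lay between 7.12 and 7.17, and the values ran from 1.74 to 14.67 on the log2 scale. HE and LE were compared for each probe set with limma, which moderates the variance of a probe set with that of the others, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. A gene is called risen or fallen in HE steers at an adjusted p under 0.05, and the paper's own threshold of P under 0.001 is used where transcripts are counted. Of the probe sets, 16571 carry 1 gene symbol in the platform annotation, 9732 carry none and 0 carry several, and 71 more were named from S2 and S3 Tables. The number of arrays, 8 per group, limits the precision of every value.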

Principal component analysis of all microarray data was performed to examine the correlation and variation among the chips, revealing a total variance of 30.9% (S2 Fig). The first principal component (PC #1, x-axis) included genes with a median degree of variance (12.3%), whereas PC #2 (y-axis) and PC #3 (z-axis) encompassed genes that had low ranges of variance (9.84% and 8.75%, respectively). 

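On the deposited log2 values, with each probe set centred and scaled, the first 3 principal components held 12.9%, 11.7% and 10.6% of the variance, 35.2% in all. With probe sets centred only, the shares were 11.9%, 11.1% and 9.00%, 31.9% in all. The whole-gland profiles of the 16 steers were close to each other, with a mean Pearson correlation across probe sets of 0.989 (SD 0.00138 over 120 pairs of arrays, from 0.985 to 0.992). Within HE steers the mean correlation was 0.990, within LE steers 0.990, and between the groups 0.989.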

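The treatment groups came apart along the component with the largest share of variance. All 8 HE steers had scores on PC #1 above those of all 8 LE steers, at 48.8 ± 30.3 (SD, n = 8) against -48.8 ± 29.8 (SD, n = 8). This is the most extreme arrangement of 16 arrays (exact permutation test, two-sided, p = 0.000155, the smallest p that 8 steers against 8 allow; 0.000466 after Benjamini-Hochberg adjustment over the 3 components). With probe sets centred only, 6 of 8 HE steers lay above all LE steers on PC #1, and the scores overlapped, with HE scores down to -1.05 and LE scores up to 1.54 (exact permutation test, p = 0.000466, 0.0014 after adjustment). On PC #2 the HE scores were 19.9 ± 39.1 (SD, n = 8) and the LE scores -19.9 ± 64.3 (SD, n = 8), and the groups overlapped (exact permutation test, p = 0.158, 0.237 after adjustment). HE replicate 1 stood apart from the other HE steers on PC #2, with a score of -73.4 against 33.3 ± 11.3 (SD, n = 7). On PC #3 the groups overlapped too (exact permutation test, p = 0.774, 0.774 after adjustment).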

Overall, PCA clearly demonstrated that the chips within each treatment group were clustered closely together.

Individual ANOVA was conducted to identify altered expression of RNA transcripts in the pituitary tissue of HE vs. LE steers. At the P < 0.01 level and a false discovery rate of < 16%, 1,715 gene transcripts were identified. 

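At P under 0.01, limma found 1789 probe sets that differed between HE and LE steers, 918 higher and 871 lower in HE. The largest adjusted p among them was 0.147. With median centring of the arrays the split was 724 higher and 1073 lower. At P under 0.05 there were 4079.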

To refine this analysis, genes with the criteria of a false discovery rate of less than 4.8% and P < 0.001 were considered to be DEGs (S2 Table). Of these 542 DEGs, 227 (10 non-annotated) were up-regulated, 5.5% to 79.8%, and 315 (14 non-annotated) were down-regulated, 5.7% to 69.0%, in HE vs. LE steers.

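At P under 0.001, limma found 562 probe sets, with adjusted p-values of at most 0.0467. An adjusted p under 0.05 was passed by 623 probe sets, 276 of them higher and 347 lower in HE steers, and 545 of them carry a gene name. With 1 array left out the number ran from 375 (without HE replicate 5) to 668 (without LE replicate 7), and with median centring of the arrays 224 were higher and 432 lower. The changes were moderate, with a median absolute log2 fold change of 0.32 and 83 probe sets over 1.5-fold. Under the one-way ANOVA that the methods name, 592 probe sets passed P under 0.001 and 694 an adjusted p under 0.05.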

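The largest falls in HE steers were those of *CDH17*, which encodes liver-intestine cadherin, with a log2 fold change of -1.68 (standard error 0.19, adjusted p = 0.000376 from limma), of *SERPINA1*, the α1-antitrypsin gene, with a log2 fold change of -1.65 (standard error 0.23, adjusted p = 0.00154), and of *KCNIP3*, which encodes a calcium-binding protein of neurons and endocrine cells, with a log2 fold change of -1.51 (standard error 0.24, adjusted p = 0.00406). *GPR101*, an orphan G protein-coupled receptor, fell by 1.42 on the log2 scale (standard error 0.19, adjusted p = 0.00113), and *HTR1F*, a Gi-coupled serotonin receptor, fell by 1.24 (standard error 0.18, adjusted p = 0.00174). The largest log2 fold change among the rises was that of *GABRG3*, a subunit of the GABA-A receptor, from 3.93 ± 0.16 (SD, n = 8) in LE to 4.83 ± 0.22 (SD, n = 8) in HE on the log2 scale, a log2 fold change of 0.90 (standard error 0.09, adjusted p = 9.20e-05 from limma). The *GABRG3* probe set is dim, at percentile 12.9 of mean signal, and whether it lies above background was not tested. *EPHA7*, an ephrin receptor that guides growing axons, rose by 0.81 (standard error 0.07, adjusted p = 2.85e-05). *NRGN*, which encodes the calmodulin-binding protein neurogranin, rose by 0.75 (standard error 0.14, adjusted p = 0.0123). For *GABRG3* and *EPHA7* all 8 HE steers lay above all 8 LE steers, and for *CDH17*, *SERPINA1*, *KCNIP3*, *GPR101* and *HTR1F* all 8 lay below. At P under 0.001, 248 probe sets were higher in HE steers, by 9.68% to 86.8%, and 314 were lower, by 8.59% to 68.8%. The others among the 10 named genes that rose most were *RRH*, *SERTM1*, *BT.86327*, *LRRTM3*, *CNTNAP3*, *TMEM213* and *HIST1H1E*, with log2 fold changes between 0.62 and 0.76, and the others among the 10 that fell most were *LOC510913*, *HP*, *CPS1*, *CLEC2L* and *SV2C*, between -1.46 and -1.14. With an unequal-variance test the calls of *RRH*, *HP*, *SV2C* and *HIST1H1E* ended (adjusted p = 0.051, 0.0525, 0.0524 and 0.0642), and that of *HIST1H1E* also with the one-way test of the methods (adjusted p = 0.0574). The call of *HIST1H1E* held in 4 of the 16 fits that leave out 1 array (adjusted p from 0.0156 to 0.0808). In the same glands, markers of endothelial cells (10 of 10 higher, median log2 fold change 0.11), of fibroblasts and pericytes (6 of 7, median 0.14) and of macrophages (7 of 8, median 0.21) were higher in HE steers (camera, adjusted p = 0.00608, 0.00402 and 0.024). With an estimated correlation these adjusted p-values were 0.301, 0.219 and 0.419, by fry, which tests a list against no change and not against other genes, those of endothelial cells and macrophages were 0.0576 and 0.163, and the macrophage markers also fell short without HE replicate 3, 4 or 5 or LE replicate 2 (adjusted p from 0.066 to 0.107).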

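The 562 probe sets at P under 0.001 from limma were standardised and the 16 arrays clustered by Euclidean distance and average linkage. The top split of the tree put all 8 HE steers, in which genes such as *DRD2* and *PCSK1* were lower and *EPHA7* was higher, in 1 branch and all 8 LE steers in the other. Complete linkage, Ward linkage, a distance of 1 minus the Pearson correlation and the probe sets of S2 Table gave the same top split. All these probe sets were chosen because they differ between HE and LE, so the split can follow from that choice. Among 94 other splits of the arrays with at least 10 probe sets of their own, 93 gave a tree with that split on top. With all 26303 probe sets, the smaller branch held 1 HE and 1 LE steer, and with the probe sets of highest variance, chosen without the groups, it held 1 LE steer.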

Hierarchical cluster analysis of the 542 DEGs revealed that all steers were clearly separated into either the LE or HE treatment group (S3 Fig). 

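Of the 562 probe sets at P under 0.001 from limma, 44.1% were higher and 55.9% lower in HE steers. The share of higher ones was 33.7% with median centring of the arrays, and with 1 array left out 38.0% to 46.9%. The 10 named genes that fell most had log2 fold changes of -1.14 to -1.68 and the 10 that rose most had log2 fold changes of 0.62 to 0.90. At P under 0.01, 51.3% of the probe sets were higher in HE steers, but 40.3% with median centring, 47.6% with a second quantile normalization, and 47.2% to 52.4% with 1 array left out.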

Relative to LE steers, approximately 40% of the genes in the HE steers were up-regulated and 60% down-regulated.

### Functional, canonical pathway, and gene network analyses

To determine the physiological significance of HE-induced DEGs (S2 Table), bioinformatic analysis of canonical, functional, and network pathway analyses was performed. Canonical pathway analysis revealed (P < 0.001) that the top 7 pathways were the following: axonal guidance signaling (26 genes), role of NFAT in cardiac hypertrophy (16 genes), P2Y purigenic receptor signaling pathway (13 genes), cardiac hypertrophy signaling (17 genes), Tec kinase signaling (14 genes), ErbB signaling (10 genes), and CXCR4 signaling (13 genes) (Table 1). Additionally, several affected pathways central to prolactin production, secretion, or signaling were identified (Table 2), including dopamine receptor signaling, Gαi signaling, cAMP–mediated signaling, protein kinase A signaling, and prolactin signaling. Moreover, canonical pathway analysis also identified affected pathways involved in the signaling of other pituitary-derived hormones (Table 3): corticotropin-releasing hormone signaling, melanocyte development and pigmentation signaling, growth hormone signaling, and GnRH signaling.

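Genes of G proteins and kinases recur in the pathways of Table 1. *GNB4*, a G protein β subunit, fell in HE steers (log2 fold change -0.54, standard error 0.08, adjusted p = 0.00287 from limma), as did *PRKCA*, which encodes protein kinase Cα (log2 fold change -0.39, standard error 0.07, adjusted p = 0.00718), and the *PAK6* kinase (log2 fold change -0.45, standard error 0.07, adjusted p = 0.00275), while *PIK3R1*, the regulatory subunit of phosphoinositide 3-kinase, rose (log2 fold change 0.24, standard error 0.05, adjusted p = 0.015). Of the 26 genes listed for axonal guidance signaling, 13 had risen and 9 had fallen, and 4 did not pass the test. The guidance receptor *UNC5B*, which binds netrin, fell by 0.74 on the log2 scale (standard error 0.10, adjusted p = 0.00126), and the actin-binding protein gene *ABLIM1* rose (log2 fold change 0.39, standard error 0.05, adjusted p = 0.000824). For the role of NFAT in cardiac hypertrophy, 4 of 16 genes rose and 9 fell, among them *RCAN3*, a regulator of calcineurin (log2 fold change -0.64, standard error 0.11, adjusted p = 0.00538). For P2Y receptor signaling 3 of 13 rose and 7 fell. Cardiac hypertrophy signaling had 7 rises and 7 falls among 17 genes, including a rise of the kinase *MAP2K6* (log2 fold change 0.55, standard error 0.10, adjusted p = 0.00688). Tec kinase signaling had 3 rises and 10 falls among 14 genes, with lower *DIRAS3*, an imprinted small GTPase (log2 fold change -0.47, standard error 0.06, adjusted p = 0.00075), and *RHOQ* (log2 fold change -0.36, standard error 0.06, adjusted p = 0.00728). The symbols listed for ErbB and for CXCR4 signaling are the same 13 genes, of which 2 rose and 10 fell. Adjusted over the list alone, the counts of risen and fallen genes were 13 and 11, 4 and 11, 3 and 9, 7 and 9, 3 and 11, and 2 and 11. These genes were chosen as DEGs on the same arrays, so the counts are not independent evidence of a direction.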

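Most genes listed for dopamine, Gαi and cAMP signaling were lower in HE steers. *PKIB*, an inhibitor of protein kinase A, fell (log2 fold change -0.50, standard error 0.08, adjusted p = 0.00435 from limma), the phosphodiesterase gene *PDE8A* fell (log2 fold change -0.22, standard error 0.05, adjusted p = 0.0341), and the G protein γ subunit genes *GNG3* (log2 fold change -0.44, standard error 0.09, adjusted p = 0.0167) and *GNG12* (log2 fold change -0.24, standard error 0.05, adjusted p = 0.0183) fell, while the GABA-B receptor gene *GABBR2* rose (log2 fold change 0.49, standard error 0.09, adjusted p = 0.0141). Of the 4 genes listed for dopamine receptor signaling, 3 fell and 0 rose. Gαi signaling and cAMP-mediated signaling each had 1 rise and 6 falls among 9 genes. Protein kinase A signaling had 4 rises and 11 falls among 20 genes, with falls of *PTPRN*, a protein of hormone granules (log2 fold change -0.36, standard error 0.05, adjusted p = 0.000999), and *MYLK3* (log2 fold change -0.43, standard error 0.08, adjusted p = 0.00915), and rises of *EYA1* (log2 fold change 0.33, standard error 0.06, adjusted p = 0.0106) and *PTPRD* (log2 fold change 0.39, standard error 0.09, adjusted p = 0.0315). Prolactin signaling had 2 rises and 4 falls among 6 genes. Adjusted over the list alone, the rises and falls were 0 and 4, 1 and 8, 1 and 8, 5 and 14, and 2 and 4. The study chose these genes as DEGs on the same arrays, so their direction is not independent evidence. Leaving out 1 array at a time, *PDE8A* passed in 6 of 16 fits (adjusted p from 0.0335 to 0.0665) and *PTPRD* in 9 of 16 (adjusted p from 0.02 to 0.0596). *PTPRD* did not pass with an unequal-variance test (adjusted p = 0.051).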

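*PRKCQ*, which encodes protein kinase Cθ and appears in 3 of the 4 lists for the other pituitary hormones, fell in HE steers (log2 fold change -0.55, standard error 0.13, adjusted p = 0.0329 from limma), and so did *CREB3*, a transcription factor of the CREB family (log2 fold change -0.18, standard error 0.04, adjusted p = 0.026). Of the 7 genes listed for melanocyte development and pigmentation signaling, 2 rose and 3 fell (3 and 4 when adjusted over the list alone). *FGFR1*, a fibroblast growth factor receptor, was higher (log2 fold change 0.27, standard error 0.07, adjusted p = 0.0419), and *RPS6KA5* had a log2 fold change of 0.22 (standard error 0.06, adjusted p = 0.0502 from limma). Since the paper lists these genes as DEGs of the same arrays, their counts are not independent evidence. With 1 array left out, *FGFR1* passed in 6 of 16 fits (adjusted p from 0.0334 to 0.079), *PRKCQ* in 9 (adjusted p from 0.0241 to 0.0668) and *CREB3* in 13 (adjusted p from 0.0198 to 0.0559). *FGFR1* and *PRKCQ* did not pass with an unequal-variance test, at adjusted p = 0.0531 and 0.0565.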

**Table 1:** Top seven IPA-identified canonical pathways of genes differentially expressed by pituitary tissue of steers grazing high (HE) vs. low (LE) endophyte-infected forages.

Canonical Pathway	Number^1^	Gene Symbol	Ratio^2^	-log (P-value)
Axonal Guidance Signaling	26	*ITSN1*,*BDNF*,*PIK3R1*,*UNC5B*,*GNB5*,*ABLIM1*,*SEMA4C*,*PLCD1*,*GNB4*,*SRGAP2*,*ABLIM2*,*ACE*,*GNG12*,*PRKCA*,*EPHA7*,*PLXNC1*,*PRKCQ*,*FES*,*PAK6*,*FGFR1*,*ITGA2*,*GNG3*,*PLCL2*,*WIPF1*,*SEMA3C*,*PRKAR1A*	0.06	5.38
Role of NFAT in Cardiac Hypertrophy	16	*MAP2K6*,*PRKCQ*,*FGFR1*,*PIK3R1*,*SLC8A3*,*GNB5*,*GNG3*,*PLCL2*,*PLCD1*,*GNB4*,*MAPK10*,*RCAN3*,*ADCY8*,*GNG12*,*PRKAR1A*,*PRKCA*	0.08	5.33
P2Y Purigenic Receptor Signaling Pathway	13	*PRKCQ*,*FGFR1*,*PIK3R1*,*CREB3*,*GNB5*,*GNG3*,*PLCL2*,*PLCD1*,*GNB4*,*ADCY8*,*GNG12*,*PRKCA*,*PRKAR1A*	0.09	5.04
Cardiac Hypertrophy Signaling	17	*MAP2K6*,*DIRAS3*,*PIK3R1*,*FGFR1*,*IL6R*,*GNB5*,*GNG3*,*MAP3K5*,*PLCL2*,*PLCD1*,*GNB4*,*RHOQ*,*MAPK10*,*ADCY8*,*MAP3K3*,*GNG12*,*PRKAR1A*	0.07	4.80
Tec Kinase Signaling	14	*GNB4*,*PRKCQ*,*RHOQ*,*PAK6*,*DIRAS3*,*PIK3R1*,*FGFR1*,*ITGA2*,*GNB5*,*MAPK10*,*GNG3*,*FRK*,*GNG12*,*PRKCA*	0.08	4.77
ErbB Signaling	10	*GNB4*,*PRKCQ*,*RHOQ*,*PAK6*,*DIRAS3*,*PIK3R1*,*FGFR1*,*GNB5*,*MAPK10*,*GNG3*,*ADCY8*,*GNG12*,*PRKCA*	0.10	4.41
CXCR4 Signaling	13	*GNB4*,*PRKCQ*,*RHOQ*,*PAK6*,*DIRAS3*,*PIK3R1*,*FGFR1*,*GNB5*,*MAPK10*,*GNG3*,*ADCY8*,*GNG12*,*PRKCA*	0.08	4.14

^1^The number of genes (listed in the “Symbol” column) associated with the particular canonical pathway.

^2^The ratio is calculated as the number of genes in a given pathway that meet cutoff criteria (e.g., the ANOVA P-value for the differential expression between HE and LE groups is less than 0.001) divided by the total number of genes that make up that pathway.

**Table 2:** IPA-identified canonical pathways of genes central to prolactin production, secretion, or signaling differentially-expressed by pituitary tissue of steers grazing high (HE) vs. low (LE) endophyte-infected forages.

Canonical Pathway	Number^1^	Gene Symbol	Ratio^2^	-log (P-value)
Dopamine Receptor Signaling	4	*PRL*,*ADCY8*,*DRD2*,*PRKAR1A*	0.04	0.91
Gαi Signaling	9	*GABBR2*,*GNB4*,*GNB5*,*HTR1F*,*GNG3*,*ADCY8*,*DRD2*,*GNG12*,*PRKAR1A*	0.07	2.95
cAMP-mediated Signaling	9	*PDE8A*,*GABBR2*,*PKIB*,*CREB3*,*HTR1F*,*ADCY8*,*DRD2*,*CNGA3*,*PRKAR1A*	0.04	1.31
Protein Kinase A Signaling	20	*PRKCQ*,*PTPRD*,*CREB3*,*MYLK3*,*GNB5*,*GNG3*,*PLCL2*,*CNGA3*,*PDE8A*,*PLCD1*,*GNB4*,*DUSP10*,*ADCY8*,*PTPRN*,*EYA1*,*KDELR2*,*GNG12*,*TCF7L2*,*PRKCA*,*PRKAR1A*	0.05	3.45
Prolactin Signaling	6	*PRKCQ*,*PRL*,*PIK3R1*,*FGFR1*,*PRLR*,*PRKCA*	0.07	2.04

^1^The number of genes (listed in the “Symbol” column) associated with the particular canonical pathway.

^2^The ratio is calculated as the number of genes in a given pathway that meet cutoff criteria (e.g., the ANOVA P-value for the differential expression between HE and LE groups is < 0.001) divided by the total number of genes that make up that pathway.

**Table 3:** IPA-identified canonical pathways of genes involved in signaling of selected pituitary-derived hormones differentially-expressed by pituitary tissue of steers grazing high (HE) vs. low (LE) endophyte-infected forages.

Canonical Pathway	Number^1^	Gene Symbol	Ratio^2^	-log (P-value)
Melanocyte Development and Pigmentation Signaling	7	*PIK3R1*,*FGFR1*,*CREB3*,*POMC*,*RPS6KA5*,*ADCY8*,*PRKAR1A*	0.07	2.38
Corticotropin-releasing Hormone Signaling	7	*PRKCQ*,*BDNF*,*CREB3*,*POMC*,*ADCY8*,*PRKCA*,*PRKAR1A*	0.06	1.87
Growth Hormone Signaling	6	*IGF2*,*PRKCQ*,*PIK3R1*,*FGFR1*,*RPS6KA5*,*PRKCA*	0.07	2.06
GnRH Signaling	10	*MAP2K6*,*PRKCQ*,*PAK6*,*CREB3*,*MAPK10*,*MAP3K5*,*ADCY8*,*MAP3K3*,*PRKCA*,*PRKAR1A*	0.07	3.26

^1^The number of genes (listed in the “Symbol” column) associated with the particular canonical pathway.

^2^The ratio is calculated as the number of genes in a given pathway that meet cutoff criteria (e.g., the ANOVA P-value for the differential expression between HE and LE groups is less than 0.001) divided by the total number of genes that make up that pathway.

To refine this analysis to pituitary-specific metabolism, IPA analysis was re-run after applying the pituitary gland-specific filter. 

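*TCF7L2*, a transcription factor of the Wnt pathway, rose in HE steers from 8.36 ± 0.07 (SD, n = 8) to 8.60 ± 0.10 (SD, n = 8) on the log2 scale, a log2 fold change of 0.25 (standard error 0.05, adjusted p = 0.0123 from limma), and all 8 HE steers lay above all 8 LE steers. The estrogen receptor gene *ESR1* was at 10.78 ± 0.20 (SD, n = 8) in HE and 10.50 ± 0.07 (SD, n = 8) in LE steers, a log2 fold change of 0.28 (standard error 0.07, adjusted p = 0.0545 from limma). The call of *ESR1* depends on the setting, since its adjusted p was 0.0313 with a trended and robust prior, 0.0356 without dim probe sets and 0.044 without HE replicate 2.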

Diseases and Bio Function Analysis found (P ≤ 0.01) putative changes in diseases and disorders, molecular and cellular functions, and physiological system development and function, resulting from the differential expression of 5 genes (*DRD2*, *PRL*, *ESR1*, *POMC*, and *TCF7L2*).

To gain insight into potentially interacting canonical pathways, pathway network analysis revealed one network that included 13 DEGs (*BTC*, *CPE*, *DRD2*, *ESR1*, *HAPLN1*, *IGF2*, *LAMA1*, *NCOA1*, *PCSK1*, *POMC*, *PRKCA*, *PRL*, and *REV3L*). 

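Of the 13 genes of the network, 4 rose and 6 fell in HE steers by limma, and 3 did not pass the test. *BTC*, which encodes the growth factor betacellulin, rose (log2 fold change 0.41, standard error 0.08, adjusted p = 0.0106), as did *LAMA1*, a laminin chain of the basement membrane (log2 fold change 0.45, standard error 0.09, adjusted p = 0.0163), *IGF2*, an insulin-like growth factor (log2 fold change 0.26, standard error 0.05, adjusted p = 0.0175), and *REV3L*, a subunit of DNA polymerase ζ (log2 fold change 0.18, standard error 0.04, adjusted p = 0.0394). *HAPLN1*, a link protein of hyaluronan in the extracellular matrix, fell (log2 fold change -0.47, standard error 0.10, adjusted p = 0.025). The 3 genes short of the threshold were *ESR1*, *NCOA1*, a coactivator of nuclear receptors, at a log2 fold change of 0.15 (standard error 0.04, adjusted p = 0.0734), and *CPE*, a prohormone-processing carboxypeptidase, at a log2 fold change of -0.13 (standard error 0.04, adjusted p = 0.149). Adjusted over the list alone, 6 rose and 7 fell, which is not independent evidence, because the study chose these genes on the same arrays. Leaving out 1 array at a time, *REV3L* passed in 5 of 16 fits (adjusted p from 0.0324 to 0.0796), and *HAPLN1* was lost without LE replicate 1 (0.0531). Both calls ended with an unequal-variance test (adjusted p = 0.0518 and 0.0616), and with median centring that of *REV3L* (adjusted p = 0.0581).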

Overlaying of canonical pathways revealed cross talk among several cell signaling pathways (Fig 1), including glucocorticoid receptor signaling (*ESR1*, *IL2*, *NCOA1*, *POMC*, *PRL*, *TGFB1*), GnRH signaling (*EGR1*, *FSHB*, *LHB*, *PRKCA*), growth hormone signaling (*CSHL1*, *IGF1*, *IGF2*, *PRKCA*), eNOS signaling (*ESR1*, *PRKCA*, *VEGFA*), dopamine receptor signaling (*DRD2*, *PRL*), and prolactin signaling (*PRKCA*, *PRL*).

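Of the genes that the overlaid pathways add to the network, 7 were tested. *EGR1*, an early gene that GnRH induces in gonadotrophs, had a log2 fold change of 0.27 (standard error 0.14, adjusted p = 0.38 from limma), and *FSHB*, which encodes the β subunit of follicle-stimulating hormone, had a log2 fold change of 0.19 (standard error 0.07, adjusted p = 0.221). The log2 fold changes of *LHB*, *IGF1*, *VEGFA*, *TGFB1* and *IL2* were 0.03, 0.15, 0.13, 0.03 and 0.06, with adjusted p-values of 0.692, 0.653, 0.347, 0.93 and 0.78. None of these 7 genes passed the adjusted threshold.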

**Fig 1:**
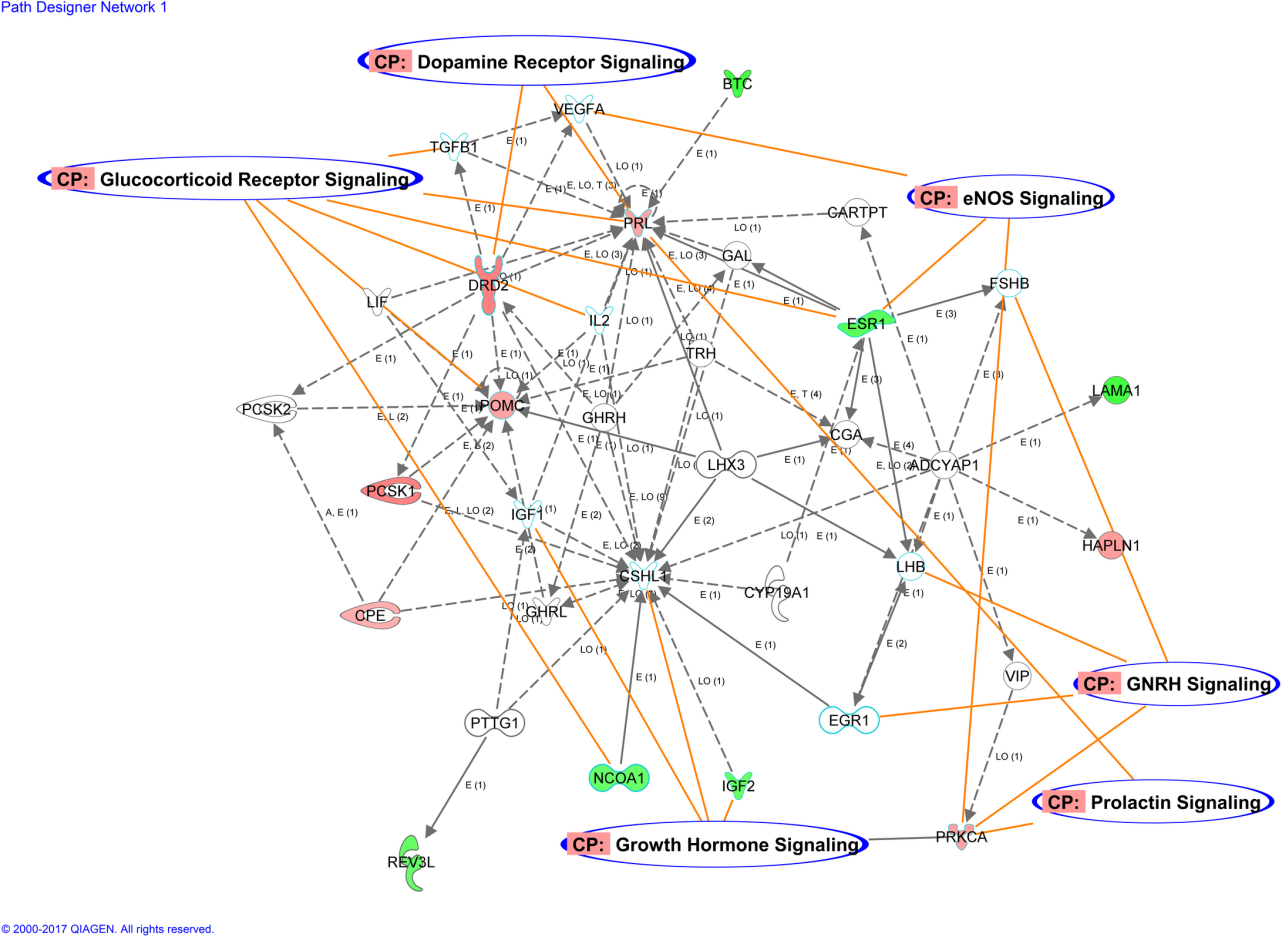
Canonical pathway network analysis. The red or green coloring represents down- or up-regulation, respectively, whereas no color indicates the molecule was added from the Ingenuity Knowledge Base (Ingenuity Pathway, Ingenuity Systems, Inc., Redwood City, CA). The intensity of the node color (light to dark) proportionally indicates the degree of differential expression. Straight lines represent binding only, whereas arrowheads symbolize action-on. A crosshead bar signifies inhibition. Labels of interaction or relationship: A = Activation, CP = Canonical Pathway, E = Expression (includes metabolism or synthesis for chemicals), I = Inhibition, LO = Localization. The number in parenthesis for each interaction indicates the number of published references in the Ingenuity Knowledge Base that support the particular interaction.

### Real-time reversed-transcribed PCR analysis of selected mRNA

Real-time RT-PCR analysis was used to corroborate the microarray analysis-identified altered expression of key genes responsible for prolactin synthesis and secretion and POMC/ACTH production in HE vs. LE steers (Table 4). 

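Array and RT-PCR can be compared for genes of hormone production and for 2 reference genes. *PCSK1*, the convertase that cleaves POMC, fell by 41.9% in HE steers, and the dopamine receptor gene *DRD2* fell by 42.5%. Prolactin mRNA (*PRL*) fell by 16.6%, and *POMC* mRNA fell by 18.1%, a call that held in 3 of the 16 fits that leave out 1 array (adjusted p from 0.0251 to 0.0848) and ended with an unequal-variance test (adjusted p = 0.0983) or a second quantile normalization (adjusted p = 0.118). *PRL* and *POMC* are among the brightest 0.0418% and 0.0532% of probe sets on this array. The reference genes *ACTB* and *PPIA* had no called difference, with a log2 fold change of 0.03 (standard error 0.04, adjusted p = 0.722) and a log2 fold change of -0.10 (standard error 0.12, adjusted p = 0.754), both from limma. Among the target genes, *DRD2*, *PRL*, *PRLR*, *POMC* and *PCSK1* fell at an adjusted p under 0.05, *POU1F1*, *GAL* and *VIP* had lower means without passing it, and *GH1*, *TSHB*, *TBX19*, *NEUROD1*, *NR3C1* and *CRHR1* did not pass it either. The plot of log2 expression per steer shows 8 of these genes.

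**Figure D1:**
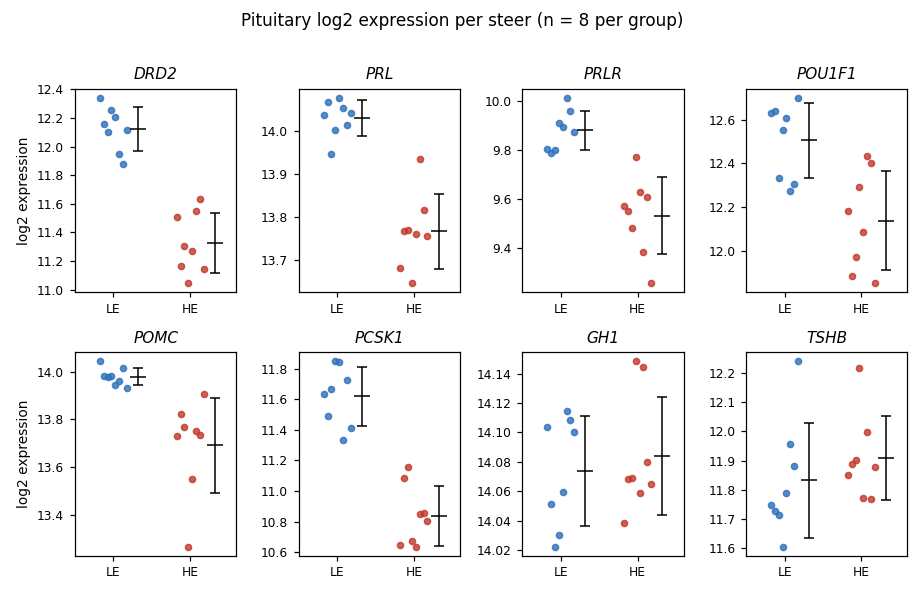
Log2 expression of 8 genes in the pituitary of each steer, with LE (blue) and HE (red) steers on the horizontal axis and the deposited log2 values on the vertical axis, whose range differs between genes. Points are steers, n = 8 per group, and the black bars give the mean ± SD. For *DRD2*, *PRL*, *PRLR*, *POMC* and *PCSK1* all 8 HE steers lie below all 8 LE steers, while *GH1* and *TSHB* overlap.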

The results of these two analyses were consistent for all the targeted genes, with the exception of *PRLR*, although the statistical significance (ANOVA P-value) and fold changes measured by the two analytical techniques differed for some genes. For *PRLR*, unlike the microarray analysis, RT-PCR analysis was designed to delineate the long form (*l-PRLR*) and short form (*s-PRLR*). 

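On the array, which has 1 probe set for the gene and does not separate its long and short forms, *PRLR* expression was 9.53 ± 0.16 (SD, n = 8) in HE and 9.88 ± 0.08 (SD, n = 8) in LE steers. This is a log2 fold change of -0.35 (standard error 0.06, adjusted p = 0.00915 from limma), so that *PRLR* fell by 21.5%, with all 8 HE steers below all 8 LE steers.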

In the microarray analysis, *PRLR* was down-regulated in HE steers (P < 0.001), whereas in RT-PCR analysis, expression of *s-PRLR* was not altered (P = 0.21) and expression of *l-PRLR* had a tendency to differ (P < 0.07) in HE vs. LE steers.

**Table 4:** Comparison of microarray and real-time RT-PCR identification of selected genes by pituitary tissue of steers grazing high (HE) vs. low (LE) endophyte-infected forages.

Gene	Gene Name	Microarray			Real-time RT-PCR		
		Change^2^	Ratio^3^	P-value	Change^2^	Ratio^3^	P-value
*ACTB*^*1*^	Actin, beta	1.03	1.03	0.084	1.01	1.01	0.568
*PPIA*^*1*^	Peptidylprolyl isomerase A	-1.07	0.93	0.441	1.00	1.00	0.422
*UBC*^*1*^	Ubiquitin C	1.00	1.00	0.994	1.00	1.00	0.816
*DRD2*	Dopamine receptor D2	-1.76	0.57	0.001	-2.14	0.47	0.001
*PRL*	Prolactin	-1.23	0.81	0.001	-5.67	0.18	0.001
*PRLR*	Prolactin receptor	-1.31	0.76	0.001	NA	NA	NA
*s-PRLR*	Prolactin receptor short isoform	NA	NA	NA	-1.20	0.83	0.210
*l- PRLR*	Prolactin receptor long isoform	NA	NA	NA	-1.29	0.78	0.062
*POU1F1*	POU class 1 homeobox 1	-1.30	0.77	0.003	-1.47	0.68	0.038
*GAL*	Galanin/GMAP prepropeptide	-1.34	0.74	0.009	-2.35	0.43	0.019
*VIP*	Vasoactive intestinal peptide	-1.76	0.57	0.003	-2.08	0.48	0.045
*POMC*	Proopiomelanocortin	-1.25	0.80	0.001	-2.27	0.44	0.006
*PCSK1*	Proprotein convertase subtilisin/kexin type 1	-1.72	0.58	0.001	-2.02	0.5	0.001
*GH1*	Growth Hormone 1	1.01	1.01	0.728	1.20	1.20	0.436
*TSHB*	Thyroid stimulating hormone beta	1.00	1.00	0.999	1.14	1.14	0.418
*TBX19*	T-Box 19	-1.14	0.88	0.104	-1.20	0.84	0.217
*NeuroD1*	Neuronal differentiation 1	1.19	1.19	0.178	1.18	1.18	0.415
*NR3C1*	Nuclear receptor subfamily 3 group C member 1	1.14	1.14	0.112	1.33	1.33	0.270
*CRHR1*	Corticotropin-releasing hormone receptor 1	1.19	1.19	0.106	1.39	1.39	0.192

^1^Expression reference genes.

^2^Data are expressed as fold change in HE relative to LE expression.

^3^Data are expressed as ratio of HE relative to LE expression.

Although microarray analysis did not identify them as DEGs (S3 Table), the expression of 3 genes was assessed by RT-PCR analyses because they are known targets of POU1F1 (*GH1*, *TSHB*) or are involved in CRH stimulation of ACTH production (*CRHR1*). 

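*GH1*, the growth hormone gene of somatotrophs, was at 14.08 ± 0.04 (SD, n = 8) in HE and 14.07 ± 0.04 (SD, n = 8) in LE steers, a log2 fold change of 0.01 (standard error 0.03, adjusted p = 0.921 from limma). *TSHB*, the β subunit of thyroid-stimulating hormone, was at 11.91 ± 0.14 (SD, n = 8) and 11.83 ± 0.20 (SD, n = 8), a log2 fold change of 0.08 (standard error 0.08, adjusted p = 0.73 from limma). For *CRHR1*, the receptor through which CRH acts on corticotrophs, the values were 9.24 ± 0.24 (SD, n = 8) and 8.99 ± 0.37 (SD, n = 8), with a log2 fold change of 0.25 (standard error 0.15, adjusted p = 0.453 from limma). None of the 3 differences passed the threshold. *GH1* lies among the brightest 0.0304% of probe sets on the array.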

RT-PCR analysis corroborated the microarray analysis that pituitary expression of these genes did not differ between HE and LE steers (Table 4).

### Differentially expressed miRNAs (DEMs) and their predicted target genes associated with prolactin and POMC/ACTH production

The microarray chips used for this study detected 574 miRNAs. Of these, only 6 were differentially expressed (P < 0.001) in HE vs. LE steers (S2 Table). Specifically, miR-380 (42%), miR-2318 (17%), miR-329B (36%), and miR-544A (38%) were down-regulated in HE vs. LE steers, whereas miR-2356 (38%) and miR-2400 (8%) were up-regulated. 

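In the deposited table, 604 probe sets are named for microRNA genes. They include *MIR380*, which lies in the imprinted *DLK1*-*DIO3* locus.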

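Most miRNA genes that differed were lower in HE steers. At P under 0.001, limma found 8 of 604, with 7 lower and 1 higher. Besides those that the paper lists, these were *MIR329A* (log2 fold change -0.70, standard error 0.16, adjusted p = 0.0333), *MIR138-1* (log2 fold change -0.47, standard error 0.12, adjusted p = 0.0447) and *MIR134* (log2 fold change -0.24, standard error 0.06, adjusted p = 0.0451), all lower in HE. *MIR329A* and *MIR134* lie in the *DLK1*-*DIO3* locus, as do *MIR380*, *MIR329B* and *MIR544A*, so much of this direction comes from 1 locus. With the one-way test of the methods, and with an unequal-variance test, 4 miRNA genes were lower and 2 higher at P under 0.001. *MIR22* also passed an adjusted p under 0.05 (log2 fold change -0.38, standard error 0.10, adjusted p = 0.0495). At P under 0.05 there were 83, of which 53 were lower. Leaving out 1 array at a time, *MIR329A* passed an adjusted p under 0.05 in 8 of 16 fits (adjusted p from 0.0175 to 0.0618), and it was lost with an unequal-variance test (adjusted p = 0.0578) and, at 0.05, with the one-way test of the methods. *MIR138-1*, *MIR134* and *MIR22* were singled out after their values were seen, and their fits were not repeated with arrays left out.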

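Among the miRNA genes that the paper lists, *MIR380* changed most on the log2 scale, from 4.75 ± 0.37 (SD, n = 8) in LE to 3.98 ± 0.20 (SD, n = 8) in HE, a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.00892 from limma), and all 8 HE steers lay below all 8 LE steers. The probe sets of *MIR380* and *MIR329B* are dim, at percentiles 12.9 and 22.8 of mean signal, and whether they lie above background was not tested. *MIR544A* had a log2 fold change of -0.70 (standard error 0.16, adjusted p = 0.0262 from limma), *MIR329B* a log2 fold change of -0.63 (standard error 0.13, adjusted p = 0.0211) and *MIR2318* a log2 fold change of -0.27 (standard error 0.06, adjusted p = 0.0241). *MIR2356* rose, with a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.024 from limma). *MIR2400* was at 9.11 ± 0.05 (SD, n = 8) in HE and 9.00 ± 0.05 (SD, n = 8) in LE steers, a log2 fold change of 0.11 (standard error 0.04, adjusted p = 0.123 from limma). *MIR380*, *MIR544A* and *MIR329B* lie in the imprinted *DLK1*-*DIO3* locus, where 43 of 46 measured miRNA genes had lower means in HE steers (median log2 fold change -0.28), 5 fell and 0 rose, with 20 falls when adjusted over the list alone. The list was lower than other genes by camera (adjusted p = 5.40e-10; adjusted p = 0.219 with an estimated correlation). In the same glands, endothelial (10 of 10), macrophage (7 of 8), fibroblast and pericyte (6 of 7) and pituicyte (7 of 7) markers had higher means. The list was fixed because the paper names 3 of its members, so it is not independent evidence. Without LE replicate 1, *MIR2356* had an adjusted p of 0.0503, and without HE replicate 5 or 7, *MIR544A* had 0.0509 or 0.0504. With an unequal-variance test *MIR544A* was at an adjusted p = 0.0504.

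**Figure D2:**
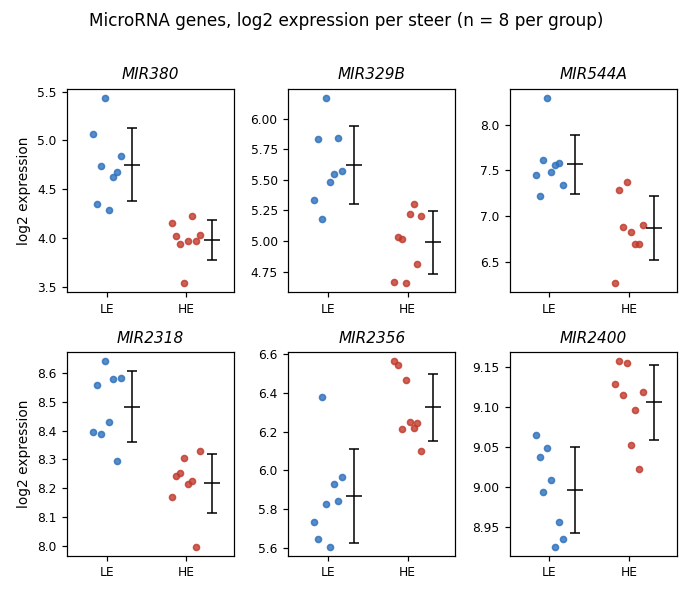
Log2 expression of 6 miRNA genes in the pituitary of each steer, with LE (blue) and HE (red) steers on the horizontal axis and the deposited log2 values on the vertical axis, whose range differs between genes. Points are steers, n = 8 per group, and the black bars give the mean ± SD. HE replicate 4 for *MIR380*, LE replicate 4 for *MIR544A* and LE replicate 3 for *MIR2356* lie apart from the other steers of their group.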

The target genes of these DEMs that were associated with prolactin or POMC/ACTH production are listed in Table 5. Although no miRNAs known to directly target mRNA for prolactin were differentially expressed, every DEM targeted multiple prolactin transcription factors, stimulators, and (or) inhibitors, including miR-544A that targeted all the *PRL*-associated genes. 

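*PKIA*, which encodes an inhibitor of protein kinase A, was 10.49 ± 0.12 (SD, n = 8) in HE and 10.74 ± 0.12 (SD, n = 8) in LE steers on the log2 scale, a log2 fold change of -0.25 (standard error 0.06, adjusted p = 0.0402 from limma). This call passed in 4 of the 16 fits that leave out 1 array (adjusted p from 0.0133 to 0.0811). *EGF* had a log2 fold change of 0.14 (standard error 0.10, adjusted p = 0.512), the lymphoid transcription factor gene *IKZF1* a log2 fold change of -0.03 (standard error 0.08, adjusted p = 0.913), and *PREB*, which binds the prolactin promoter, a log2 fold change of -0.07 (standard error 0.06, adjusted p = 0.653), none past the threshold.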

Overall, the mRNA for three transcription factors (*POULF1*, *ESR1*, *PREB*), two transcription stimulators (*EGF*, *IKZF1*), and one transcription inhibitor (*PKIA*) of *PRL* were predicted to be targets of the DEMs. With specific regard to microarray-identified DEGs (Table 4) targeted by DEMs, *PRLR* was predicted to be the target of five DEMs and *ESR1* the target of four DEMs.

**Table 5:** Predicted relationship between differentially-expressed mRNA of prolactin and ACTH pathway genes, including transcription factors (TF), transcription stimulators (TS), and transcription inhibitors (TI), known to be targets of microarray-identified differentially-expressed miRNAs (DEMs)^1^.

Gene Symbol	Gene Description	DEM (P < 0.001)^2^^,^^3^
*PRL*	Prolactin	
*PRLR*	Prolactin Receptor	miR-329B, miR-380, miR-544A, miR-2318, miR-2356
*DRD2*	Dopamine Receptor D2	
*POU1F1* (TF for *PRL*)	POU Class 1 Homeobox 1	miR-544A
*VIP*	Vasoactive Intestinal Peptide	miR-544A, miR-2400
*ESR1* (TF for *PRL*)	Estrogen Receptor 1	miR-329B, miR-380, miR-544A, miR-2356
*PREB* (TF for *PRL*)	Prolactin Regulatory Element Binding	miR-544A, miR-2400
*EGF* (TS for *PRL*)	Epidermal Growth Factor	miR-380, miR-544A, miR-2356
*IKZF1* (TS for *PRL*)	IKAROS Family Zinc Finger 1	miR-380, miR-544A, miR-2400
*PKIA* (TI for *PRL*)	CAMP-Dependent Protein Kinase Inhibitor Alpha	miR-329B, miR-380, miR-544A, miR-2318, miR-2356, miR-2400
*POMC*	Proopiomelanocortin	
*PCSK1*	Proprotein Convertase Subtilisin/Kexin Type 1	miR-380
*TBX19* (TF for *POMC*)	T-Box 19	miR-380
*NEUROD1* (TF for *POMC*)	Neuronal Differentiation 1	miR-380, miR-544A, miR-2318
*JUN* (TF for *POMC*)	Jun Proto-Oncogene, AP-1 Transcription Factor Subunit	miR-2400
*LEP* (TS for *POMC*)	Leptin	miR-544A
*LIF* (TS for *POMC*)	Leukemia Inhibitory Factor	miR-2400
*NR3C1* (TI for *POMC*)	Nuclear Receptor Subfamily 3 Group C Member 1	miR-380, miR-544A, miR-2318, miR-2356
*SMARCA4* (TI for *POMC*)	SWI/SNF Related, Matrix Associated, Actin Dependent Regulator Of Chromatin, Subfamily A, Member 4	miR-329B
*HDAC2* (TI for *POMC*)	Histone Deacetylase 2	miR-380, miR-2356

^1^Putative gene targets of DEMs were identified using TargetScan (Release 7.1, http://www.targetscan.org).

^2^miR-329B: GenBank accession number is NR_031209 and is known as miR-329 by TargetScan.

^3^miR-544A: GenBank accession number is NR_031187 and is known as miR-544 by TargetScan.

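The regulators of *POMC* transcription did not pass the test. *JUN*, a component of the AP-1 transcription factor, had a log2 fold change of 0.28 (standard error 0.13, adjusted p = 0.291 from limma), and the cytokine gene *LIF* had a log2 fold change of -0.06 (standard error 0.08, adjusted p = 0.768). The leptin gene *LEP* was at a log2 fold change of 0.02 (standard error 0.07, adjusted p = 0.914), the chromatin remodeling ATPase gene *SMARCA4* at a log2 fold change of -0.03 (standard error 0.06, adjusted p = 0.849) and the histone deacetylase gene *HDAC2* at a log2 fold change of -0.06 (standard error 0.05, adjusted p = 0.612). Of the 12 genes of POMC/ACTH production that the paper considers, 2 fell (*POMC* and *PCSK1*), 0 rose and 10 did not pass the test, with the same 2 falls when adjusted over the list alone. The call of *POMC* held in 3 of the 16 fits that leave out 1 array (adjusted p from 0.0251 to 0.0848), and it was lost with an unequal-variance test (adjusted p = 0.0983) or a second quantile normalization (adjusted p = 0.118). The study chose this list in part on these arrays, so it is not independent evidence.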

Analogously, for POMC/ACTH production genes, whereas no miRNAs were differentially expressed that targeted *POMC* per se, TargetScan predicted that DEMs would interact with the mRNA of three transcription factors (*TBX19*, *NEUROD1*, *JUN*), two transcription stimulators (*LEP*, *LIF*), and three transcription inhibitors (*NR3C1*, *SMARCA4*, *HDAC2*) of the POMC production pathway. With specific regard to microarray-identified DEGs targeted by DEMs, *PCSK1* was the target of a single miRNA (miR-380).

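*NEUROD1*, a transcription factor of corticotrophs, was at 6.99 ± 0.26 (SD, n = 8) in HE and 6.71 ± 0.37 (SD, n = 8) in LE steers, a log2 fold change of 0.28 (standard error 0.15, adjusted p = 0.392 from limma). *TBX19*, which drives *POMC* transcription in corticotrophs and melanotrophs, was at 11.53 ± 0.22 (SD, n = 8) and 11.71 ± 0.22 (SD, n = 8), a log2 fold change of -0.18 (standard error 0.10, adjusted p = 0.437 from limma). Neither difference passed the threshold.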

Because *POMC* expression was altered and miR-380 is predicted to target two *POMC* transcription factors (*NEUROD1*, *TBX19*), the expression of *NEUROD 1* and *TBX19* was evaluated by RT-PCR, although their expression was not altered as determined by microarray analysis (S3 Table). However, consistent with the microarray analysis, the expression of *NEUROD 1* and *TBX19* based on RT-PCR analysis was not altered (Table 4).

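*NR3C1*, which encodes the glucocorticoid receptor, was at 9.62 ± 0.12 (SD, n = 8) in HE and 9.44 ± 0.27 (SD, n = 8) in LE steers on the log2 scale. This is a log2 fold change of 0.18 (standard error 0.10, adjusted p = 0.429 from limma), which did not pass the threshold. Among genes that the receptor induces, all 10 listed had higher means in HE steers (median log2 fold change 0.24, camera adjusted p = 0.000412, or 0.254 with an estimated correlation). This list was written after the values of S2 and S3 Tables, from the same arrays, had been seen. In the same glands markers of macrophages (7 of 8 higher, median 0.21), endothelial cells (10 of 10, median 0.11) and fibroblasts and pericytes (6 of 7, median 0.14) had higher means too. The receptor-induced genes include *SGK1*, a kinase, at a log2 fold change of 0.43 (standard error 0.11, adjusted p = 0.0576), and *NFKBIA*, an inhibitor of NF-κB, at a log2 fold change of 0.38 (standard error 0.12, adjusted p = 0.108). None of the 10 passed the threshold over all probe sets, and 4 were higher when adjusted over the list alone. *SGK1* passed it with a trended and robust prior (adjusted p = 0.0378), without dim probe sets (0.0395) and without HE replicate 8 (0.0421) or LE replicate 7 (0.0261).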

Although the expression of *NR3C1* was not affected based on microarray analysis (S3 Table), the expression was evaluated by RT-PCR because glucocorticoid receptor complex represses the *POMC* gene through a negative glucocorticoid response element of *POMC* promoter [17]. However, RT-PCR analysis found no difference in *NR3C1* abundance in the pituitaries of HE and LE steers (Table 4).

## Discussion

The pituitary is an endocrine gland composed of anterior, intermediate, and posterior lobes, with the anterior lobe occupying approximately 80% of the entire gland. The anterior lobe is composed of five tropic cell types, which together secrete six hormones: corticotrophs (ACTH), gonadotrophs (FSH and LH), lactotrophs (prolactin), somatotrophs (GH), and thyrotrophs (TSH). Previous studies show that hormone production by all five anterior pituitary cell types is affected by the consumption of ergot alkaloids in cattle [18, 19], with decreased concentrations of serum prolactin one of the most common serological signs [20, 21].

To our knowledge, the effect of ergot alkaloid consumption on pituitary transcriptomic profiles has not been reported. To obtain this information, we conducted transcriptome analysis of pituitaries collected from previously described [5] beef steers suffering from fescue toxicosis induced by summer-long grazing (89 to 105 d) of HE and LE pastures. Importantly, concentrations of prolactin in the serum of HE steers were only approximately 10% of those of the LE steers [5], and the glucocorticoid receptor-mediated pathway was implicated in observed changes in carbohydrate metabolism in HE steers [6]. As noted in the Introduction, the goal of the current research was to determine whether gene expression profiles differed between whole pituitaries of HE and LE steers using transcriptome and targeted gene expression analysis and to identify specific candidate molecules and signaling pathways responsible for the altered physiology of steers consuming ergot alkaloid-containing tall fescue. The global hypothesis tested was that consumption of endophyte-infected tall fescue would alter pituitary transcriptome profiles. At the P < 0.001 level, the microarray analysis approach revealed the differential expression of 542 RNA transcripts by the pituitary. Importantly, the pattern of altered gene expression was clearly dependent on treatment according to hierarchical cluster analysis (S3 Fig). Thus, the first salient finding of this study is that summer-long grazing of endophyte-infected tall fescue alters the pituitary transcriptome; thus, the global hypothesis is accepted.

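Of 26303 probe sets, 623 passed an adjusted p under 0.05 by limma, and 83 of these differed by over 1.5-fold between HE and LE steers. Among the 209 genes chosen by rule, 86 passed it. Of these, 63, *DRD2*, *PRL*, *PRLR* and *PCSK1* among them, passed it with each of the 16 arrays left out in turn. The rule takes in DEGs of the paper and genes with small p-values, so this share does not stand for all probe sets. The paper concludes that the summer on HE pasture changed gene expression in the gland, and it accepts its global hypothesis. It draws on the differentially expressed transcripts and on the separation of the groups in the hierarchical cluster analysis (S3 Fig). The transcripts of that tree were chosen by group, so the separation can follow from the choice.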

More specifically, given that the serum prolactin concentrations of HE steers were only approximately 10% of those of the LE steers [5], and that the glucocorticoid receptor-mediated pathway was implicated in observed changes in carbohydrate metabolism in HE steers [6], the expectation was that the expression pattern for pituitary genes responsible for the production and secretion of prolactin would be consistent with a down-regulated capacity, whereas that for POMC/ACTH would be consistent with an up-regulated capacity. Conclusions reached about these hypotheses, as well as the possible roles of miRNA in these processes, are discussed below.

### Fescue toxicosis and prolactin synthesis and secretion

The effect of ergot alkaloid consumption on prolactin production and secretion is best understood through the interactive pathway of dopamine receptors located on the surface of lactotrophs. Dopamine is one of the most influential regulators of prolactin secretion. Activation of the dopamine receptor suppresses *PRL* gene expression via the inhibition of adenylyl cyclase and prolactin exocytosis through modification of several potassium and calcium channels [22]. One way by which ergot alkaloid consumption directly affects lactotrophs is through the binding and stimulation of dopamine type two receptors (*DRD2*) on the cell surface [22]. Ergot alkaloids ingested with consumption of endophyte-infested tall fescue structurally resemble various biogenic amines, such as dopamine [3]. These ergot amines can bind to dopamine type two receptors, stimulate the receptors, and reduce basal level prolactin production and secretion as described above [23]. Consistent with this understanding, the HE steers in this study had serum prolactin concentrations that were only 10% of those of the LE steers [5]. 

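*DRD2*, the receptor through which dopamine and ergot alkaloids act on lactotrophs, fell from 12.12 ± 0.15 (SD, n = 8) in LE to 11.33 ± 0.21 (SD, n = 8) in HE steers on the log2 scale, a log2 fold change of -0.80 (standard error 0.09, adjusted p = 0.000288 from limma). *PRL* fell from 14.03 ± 0.04 (SD, n = 8) to 13.77 ± 0.09 (SD, n = 8), a log2 fold change of -0.26 (standard error 0.04, adjusted p = 0.00381 from limma). For both genes all 8 HE steers lay below all 8 LE steers. *POU1F1*, the transcription factor of lactotrophs, somatotrophs and thyrotrophs, was at 12.14 ± 0.23 (SD, n = 8) in HE and 12.51 ± 0.17 (SD, n = 8) in LE steers, a log2 fold change of -0.37 (standard error 0.10, adjusted p = 0.0551 from limma), with 5 of 8 HE steers below all LE steers. *POU1F1* passed the threshold under other settings, among them the filter on dim probe sets (adjusted p = 0.0366), a trended and robust prior (0.032) and fits without HE replicate 6 (0.035), HE replicate 7 (0.0437), LE replicate 6 (0.0484) or LE replicate 7 (0.0461).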

The lower prolactin found in serum of steers exposed to HE pasture directly corresponded to the microarray and real-time RT-PCR results regarding the gene expression of *DRD2*, *POU1F1* (a.k.a. Pit1), *PRL* and *PRLR* genes (Table 4). Based on real-time RT-PCR results, the expression of these genes decreased by approximately 53%, 32%, 82%, and 22% (long isoform of prolactin receptor with tendency to differ), respectively, in HE vs. LE steers. *POU1F1* plays a pivotal role in *PRL* expression by binding to specific sites of promoter elements in the *PRL* gene [24]. Therefore, decreased expression of *POU1F1* might explain reduced *PRL* mRNA expression in HE steers to a certain extent.

An apparently associated finding was the accompanying down regulation of both *DRD2* and *PRLR* genes. Although speculative, a decrease in the expression of *DRD2* may have been a preventive measure by the lactotrophic cells to counteract the suppression of prolactin production due to the activation of the dopamine receptors, whereas the down regulation of prolactin receptor mRNA in pituitary tissue may be the result of a decreased requirement for prolactin binding in a prolactin-poor environment. Additionally, expression of *GAL* (galanin/GMAP prepropeptide) and *VIP* (vasoactive intestinal peptide) also decreased in HE vs. LE steers according to both microarray and real-time RT-PCR results (Table 4). 

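The neuropeptide gene *VIP* had a log2 expression of 6.41 ± 0.51 (SD, n = 8) in HE and 7.31 ± 0.68 (SD, n = 8) in LE steers, a log2 fold change of -0.91 (standard error 0.28, adjusted p = 0.0959 from limma). *GAL* was at 6.24 ± 0.25 (SD, n = 8) and 6.71 ± 0.39 (SD, n = 8), a log2 fold change of -0.46 (standard error 0.15, adjusted p = 0.135 from limma). The HE steers with values below the LE mean numbered 7 of 8 for *VIP* and 8 of 8 for *GAL*. Neither gene passed the adjusted threshold, and *VIP* passed it without HE replicate 6 (adjusted p = 0.0399) or LE replicate 2 (0.0446).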

Galanin is known to stimulate prolactin release [25, 26], although the mechanism has not been clearly defined. Additionally, galanin may directly stimulate prolactin expression and act as a lactotroph growth factor, particularly when exposure to estrogen is high [26]. Vasoactive intestinal peptide also stimulates prolactin secretion in multiple species, with receptors found on lactotrophs [27–30]. Although the mechanism by which vasoactive intestinal peptide stimulates prolactin release is not well delineated, as for galanin, cAMP accumulation and a delayed increase in calcium concentration were observed in the process [30, 31]. Thus, our hypothesis that at least the pituitary genes responsible for the production and secretion of prolactin would be down-regulated is also accepted.

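Of the 11 genes that the paper lists for prolactin production and its regulation, 4 fell in HE steers by limma, *DRD2*, *PRL*, *PRLR* and *PKIA*, 0 rose and 7 did not pass the test. Adjusted over the list alone, 7 fell and 1 rose, and the median log2 fold change of the 11 genes was -0.26. The study chose the list in part on these arrays, so it is not independent evidence of a direction. Coat and tethering proteins that move secretory proteins between the endoplasmic reticulum and the Golgi were lower as well. Of 29 measured subunits of COPI, COPII and the COG complex, 26 had lower means and 5 fell, among them *SEC16B* (log2 fold change -0.43, standard error 0.10, adjusted p = 0.0377) and *SAR1B* (log2 fold change -0.21, standard error 0.05, adjusted p = 0.0379), while *COPG2* rose (log2 fold change 0.23, standard error 0.05, adjusted p = 0.0172), and adjusted over the list alone 18 fell and 1 rose. By camera the list was below other genes (adjusted p = 2.13e-08, or 0.00812 with an estimated correlation). The list was written after the values of S2 and S3 Tables, from the same arrays, had been seen, so it is not independent evidence. With 1 array left out, *SAR1B* passed in 4 of 16 fits (adjusted p from 0.0288 to 0.0779) and *SEC16B* in 6 (adjusted p from 0.0133 to 0.0747), and *PKIA* in 4 (adjusted p from 0.0133 to 0.0811). In the same glands, endothelial (10 of 10), macrophage (7 of 8), fibroblast and pericyte (6 of 7) and pituicyte (7 of 7) markers had higher means in HE steers. *SAR1B* was lost with a second quantile normalization (adjusted p = 0.0608), and *SEC16B* with the one-way test of the methods (adjusted p = 0.0514) and an unequal-variance test (adjusted p = 0.0674).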

In addition to prolactin, *POU1F1* activates growth hormone (*GH1*) promoter transcriptionally [32] and is involved in thyrotropin-releasing hormone (TRH) stimulation of the beta subunit of thyroid-stimulating hormone (*TSHB*) expression [33]. However, RT-PCR (Table 4) analysis corroborated the microarray (S3 Table) findings that neither *GH1* nor *TSHB* was differentially expressed in HE vs. LE steers.

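Per steer, the *PRL* value minus the *GH1* value was -0.32 ± 0.09 (SD, n = 8) in HE and -0.04 ± 0.04 (SD, n = 8) in LE steers on the log2 scale. The groups differed by -0.27 (exact permutation test, two-sided, p = 0.000155, the smallest p that 8 against 8 allow), and all 8 HE steers lay below all 8 LE steers. The *PRL* and *GH1* probe sets lie in the top 0.0418% and 0.0304% of mean signal, where saturation of the array is not excluded, so the difference restates the fall of *PRL* and does not show how *GH1* changed. Other somatotroph and thyrotroph markers did not pass the test. The receptor for growth hormone-releasing hormone, *GHRHR*, had a log2 fold change of 0.16 (standard error 0.09, adjusted p = 0.421 from limma), the ghrelin receptor *GHSR* a log2 fold change of 0.29 (standard error 0.10, adjusted p = 0.162), and the TRH receptor *TRHR* a log2 fold change of -0.22 (standard error 0.12, adjusted p = 0.392).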

Although best known for the role in regulating lactation, prolactin affects a wide variety of biological functions [34, 35], including reproduction, osmoregulation, antiangiogenic activity, regulation of immune responses, regulation of insulin release, and control of growth. With regard to growth, prolactin is associated with food intake and body weight and may interact with hypothalamic neurons responsible for appetite regulation [36, 37]. Moreover, as described in detail previously [5], the average daily gain of HE steers was 31% less than that of LE steers (P < 0.05), and the final body weight of HE steers was 7.4% less than that of LE steers (P < 0.05). Hence, reduced prolactin concentrations in HE steers might account for these observations to a certain degree.

### Fescue toxicosis, POMC/ACTH synthesis, and gluconeogenesis

As noted in the Introduction, increased mitochondrial mass and capacity for ATP synthesis and amino acid-derived gluconeogenesis [5] are postulated to be coordinated through the glucocorticoid receptor-mediated pathway [6]. Therefore, a reasonable hypothesis is that the capacity for glucocorticoid synthesis (POMC/ACTH production) would be elevated in the pituitaries of HE vs. LE steers. However, although we did not measure ACTH stimulation of cortisol release by the adrenal glands, canonical pathway analysis of pituitary DEGs indicated (z-score less than -2.00) the down-regulation of the corticotropin-releasing hormone (CRH) signaling pathway (*BDNF*, *POMC*, *ADCY8*, *PRKCA*, and *PRKAR1A*) in HE steers (Table 3). 

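All 7 genes listed for CRH signaling in Table 3 had lower means in HE steers, and 6 of them fell by limma (7 when adjusted over the list alone). *BDNF*, a neurotrophin, fell from 7.46 ± 0.15 (SD, n = 8) in LE to 7.01 ± 0.22 (SD, n = 8) in HE steers, a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.0175 from limma). *ADCY8*, a calcium-stimulated adenylyl cyclase, had a log2 fold change of -0.36 (standard error 0.08, adjusted p = 0.0357 from limma), and *PRKAR1A*, a regulatory subunit of protein kinase A, a log2 fold change of -0.11 (standard error 0.03, adjusted p = 0.1), which is not past the threshold. These genes are DEGs that the study chose on the same arrays, so their direction is not independent evidence. With 1 array left out, *ADCY8* passed in 5 of 16 fits (adjusted p from 0.00197 to 0.0744). It did not pass with an unequal-variance test (adjusted p = 0.0624).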

As part of the hypothalamic–pituitary–adrenal axis, the primary function of CRH is to stimulate ACTH production from the pituitary through interaction with CRHR1, the predominant pituitary-expressed CRH receptor. 

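*CRHR2*, the CRH receptor of brain and peripheral tissues, had a log2 expression of 5.49 ± 0.23 (SD, n = 8) in HE and 5.37 ± 0.20 (SD, n = 8) in LE steers, a log2 fold change of 0.12 (standard error 0.10, adjusted p = 0.618 from limma). *AVPR1B*, the vasopressin receptor of corticotrophs, had a log2 fold change of 0.13 (standard error 0.21, adjusted p = 0.833).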

According to the microarray and RT-PCR analyses (S3 Table, Table 4), *CRHR1* mRNA expression level was not affected in HE vs. LE steers, whereas *CRHR2* was not qualified for RT-PCR analysis because of the low expression level. These findings are consistent with the understanding that *CRHR1* is highly expressed by the pituitary, whereas *CRHR2* is predominately expressed by brain and peripheral tissues [38]. ACTH is synthesized within the anterior pituitary as part of the much larger precursor molecule proopiomelanocortin (POMC), which is cleaved into smaller peptide hormones in a tissue-specific manner by proprotein convertases. In pituitary corticotrophs, proprotein convertase 1 (encoded by the *PCSK1* gene) alone is expressed and cleaves POMC, producing ACTH, β-endorphin, β-lipotrophin, amino-terminal peptide, and joining peptide [39]. According to the microarray and real-time RT-PCR analyses (Table 4), the abundance of both *POMC* and *PCSK1* mRNA was reduced in the pituitaries of HE vs. LE steers. Thus, the hypothesis that expression of pituitary genes responsible for the production of POMC/ACTH would be increased is rejected.

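*PCSK1* fell from 11.62 ± 0.19 (SD, n = 8) in LE to 10.84 ± 0.20 (SD, n = 8) in HE steers on the log2 scale, a log2 fold change of -0.78 (standard error 0.09, adjusted p = 0.000461 from limma). *POMC* fell from 13.98 ± 0.04 (SD, n = 8) to 13.69 ± 0.20 (SD, n = 8), a log2 fold change of -0.29 (standard error 0.07, adjusted p = 0.0428 from limma). For both genes all 8 HE steers lay below all 8 LE steers. Other genes of prohormone processing and dense-core granules fell with *PCSK1*. Of 19 listed, *PCSK1* included, 6 fell and 1 rose (10 and 1 when adjusted over the list alone). The falls include *PAM*, which amidates peptide hormones (log2 fold change -0.93, standard error 0.12, adjusted p = 0.00075), and *VGF*, a granule protein (log2 fold change -0.45, standard error 0.08, adjusted p = 0.00826). *CHGA*, the chromogranin A gene, rose (log2 fold change 0.40, standard error 0.08, adjusted p = 0.0172). The list was below other genes by camera (adjusted p = 1.73e-06, or 0.0136 with an estimated correlation). It holds *PCSK1*, *PTPRN* and *CPE*, which the paper lists as DEGs, so it is not independent evidence. In the same glands, the means of endothelial (10 of 10), macrophage (7 of 8), fibroblast and pericyte (6 of 7) and pituicyte (7 of 7) markers were higher in HE steers. *PCSK2*, the convertase of melanotrophs in the intermediate lobe and the 1 measured melanotroph marker, was at 10.85 ± 0.67 (SD, n = 8) in HE and 11.54 ± 0.21 (SD, n = 8) in LE steers, a log2 fold change of -0.69 (standard error 0.23, adjusted p = 0.135 from limma). The call of *POMC* passed in 3 of the 16 fits that leave out 1 array, those without HE replicate 2, 4 or 8 (adjusted p from 0.0251 to 0.0848 over the 16), and it was lost when the values were quantile normalized once more (0.118) or tested without a shared variance between the groups (0.0983).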

Despite the importance to adrenal steroidogenesis, research describing the effects of fescue toxicosis on blood ACTH is lacking. Moreover, although studies have been conducted to better understand the relationship between fescue toxicosis and circulating cortisol in cattle, their results are discordant [40–42]. To resolve the apparent enigma that HE steers displayed a reduced potential for pituitary synthesis of ACTH (this study), yet increased hepatic gluconeogenesis capacity [5, 6], further research is required.

### Role of miRNAs in regulating prolactin and POMC/ACTH pathways

Messenger RNA abundance is regulated by a combination of pre-transcription and post-transcription events. Transcription factors contribute to mRNA abundance at the pre-transcription level by binding to DNA and either positively or negatively regulating gene transcription [43]. MicroRNAs regulate mRNA abundance at the post-transcriptional level through complementary binding of target mRNA transcripts, resulting in repressed translation or enhanced degradation of bound mRNA [44]. Thus, decreased expression of a given miRNA would result in increased target mRNA abundance and vice versa. miR-544A, which putatively regulates multiple transcription factors and stimulators (*ESR1* [45], *EGF* [46], *IKZF1* [47], *POU1F1* [48], *PREB* [49], *VIP* [50]) of the prolactin gene (Table 5), was down-regulated 38% in HE vs. LE steers; however, expression of *PRL* decreased in HE vs. LE steers. Inconsistency between the abundance of miR-380 and its target gene was also found. Because miR-380 is predicted to target *PCSK1* and two *POMC* transcription factors, *NEUROD1* [51] and *TBX19* [52] (Table 5), we expected the decrease in expression of miR-380 (42%) in the pituitaries of HE vs. LE steers to result in increased expression of *POMC* and *PCSK1*. However, microarray (S3 Table) and RT-PCR (Table 4) results showed no difference in expression level of *NEUROD1* and *TBX19* mRNA in pituitaries of HE vs. LE steers, whereas both *POMC* and *PCSK1*were down-regulated.

Although evidence shows that miRNAs can also up-regulate gene expression [53], an alternative explanation to the above inconsistencies could be due to the stringency level of P-values that was applied to the microarray analysis. Any given gene is usually regulated by numerous miRNAs, and the complements of these miRNAs decide the fate of the transcription of the gene. Thus, a stringent significant cutoff criterion (P < 0.001) could filter out potential miRNAs targeting genes of interest. For example, one striking finding listed in Table 5 is that no DEMs were identified that targeted *DRD2*, *PRL*, or *POMC*. However, when the P-value was relaxed to 0.05, then multiple miRNAs predicted to target *DRD2* (miR-141, miR-214, miR-584, miR-631, miR-2316, miR-2350, miR-2373, miR-2382, miR-2418, miR-2464) were identified. Additionally, miR-2335 and miR-2399 (predicted to target both *VIP* and its transcription factor NURR1 [54] (encoded by *NR4A2*)) also became candidate regulators of *PRL* expression. Collectively, the evidence suggested that altered expression of miRNAs might have affected mRNA abundance by affecting both pre- and post-transcription events of genes regulating prolactin and POMC/ACTH pathways.

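Of the 10 miRNA genes, 9 matched a probe set by name, and *MIR584* was not analysed here. None passed an adjusted p under 0.05 by limma, also when adjusted over the list alone. The genes went both ways. *MIR141* (log2 fold change -0.25, standard error 0.10, adjusted p = 0.229), *MIR2418*, *MIR2382*, *MIR214* and *MIR2316* had lower means in HE steers, with log2 fold changes of -0.25, -0.20, -0.18, -0.15 and -0.11. *MIR631* (log2 fold change 0.34, standard error 0.12, adjusted p = 0.164), *MIR2464* and *MIR2350* had higher ones, with 0.34, 0.18 and 0.11. These 8 passed P under 0.05 before adjustment. *MIR2373* had a log2 fold change of -0.10 (standard error 0.06, adjusted p = 0.442). The study chose these genes on the same arrays, so they are not independent evidence.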

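Both miRNA genes had higher means in HE steers. *MIR2335* was at 4.45 ± 0.41 (SD, n = 8) in HE and 3.90 ± 0.28 (SD, n = 8) in LE steers, a log2 fold change of 0.55 (standard error 0.16, adjusted p = 0.0903 from limma). For *MIR2399* the values were 5.30 ± 0.24 (SD, n = 8) and 4.95 ± 0.35 (SD, n = 8), a log2 fold change of 0.35 (standard error 0.14, adjusted p = 0.222 from limma). Neither passed the threshold over all probe sets, and both did when adjusted over this list alone, which the study chose on the same arrays. *MIR2335* also passed without HE replicate 6 (adjusted p = 0.0362). *NR4A2* had a log2 fold change of -0.27 (standard error 0.18, adjusted p = 0.512 from limma).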

This experiment is part of a comprehensive study to understand the whole body and tissue-specific effects of ergot alkaloid consumption in cattle [5, 6, 55]. The unique pituitary-specific findings of this study are an important contribution to our understanding of how ergot alkaloids exert their deleterious effects on cattle production. In summary, the findings indicate that anterior pituitary functions were globally impaired in steers consuming high-toxic endophyte-infected tall fescue. In addition to inhibiting the abilities to synthesize and secrete prolactin (a function of lactotrophs), ACTH synthesis capacity (a function of corticotrophs) might have been reduced. 

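Among the 7 hormone genes of the anterior lobe, *PRL* and *POMC* fell in HE steers, 0 rose and 5 did not pass the test by limma (the same 2 falls when adjusted over the list alone). With 1 array left out in turn, *POMC* passed in 3 of 16 fits (adjusted p from 0.0251 to 0.0848), and it was lost with an unequal-variance test (adjusted p = 0.0983) or a second quantile normalization (adjusted p = 0.118). The shared α subunit gene of the glycoprotein hormones, *CGA*, had a log2 fold change of 0.02 (standard error 0.04, adjusted p = 0.87). As a group the 7 genes did not differ from other genes by camera (adjusted p = 0.543). Markers of gonadotrophs had higher means in 4 of 5 cases (median log2 fold change 0.19), and 3 were higher when adjusted over the list alone. Among them were the GnRH receptor *GNRHR* (log2 fold change 0.25, standard error 0.07, adjusted p = 0.0843) and the transcription factor *NR5A1* (log2 fold change 0.29, standard error 0.09, adjusted p = 0.104). *GNRHR* passed with a trended and robust prior (adjusted p = 0.0498), a second quantile normalization (0.0199) and the first residual principal component as a covariate (0.0114). The gonadotroph list was above other genes by camera (adjusted p = 0.024, or 0.219 with an estimated correlation), but not without LE replicate 2 (0.0533). It was written after the values of S2 and S3 Tables, from the same arrays, had been seen. Other markers with higher means in these glands were endothelial (10 of 10), macrophage (7 of 8), fibroblast and pericyte (6 of 7) and pituicyte (7 of 7) ones. The 5 corticotroph markers, *POMC* among them, showed no shift by camera (adjusted p = 0.768), nor did the 3 somatotroph markers (adjusted p = 0.156).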

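Of the 6 genes listed for growth hormone signaling, *IGF2*, *PIK3R1* and *FGFR1* rose in HE steers and *PRKCQ* and *PRKCA* fell, while *RPS6KA5* did not pass the test by limma (4 rises and 2 falls when adjusted over the list alone). Of the 10 genes listed for GnRH signaling, 3 rose, *MAP2K6* among them, and 6 fell, including *MAPK10*, the JNK gene of neurons (log2 fold change -0.19, standard error 0.04, adjusted p = 0.0097). Adjusted over the list alone, 3 rose and 7 fell. The study chose these genes on the same arrays, so the counts are not independent evidence. The calls of *FGFR1* and *PRKCQ* held in 6 and 9 of the 16 fits that leave out 1 array (adjusted p from 0.0334 to 0.079 and from 0.0241 to 0.0668). Neither passed with an unequal-variance test, at adjusted p = 0.0531 and 0.0565.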

Canonical pathway analysis also indicated that growth hormone signaling and GnRH signaling were altered in HE vs. LE steers (Table 3). A larger implication of this research may be that it allows for selective breeding for genotypes with a higher resistance to endophyte toxicosis, because the specific genes and networks of genes have now been identified that are susceptible to ergot alkaloids contained in endophyte-infected tall fescue. Likewise, with the identification of putative ergot alkaloid sensitive mechanisms within the pituitary gland, this new knowledge may help to develop dietary treatments that ameliorate the effects of ergot alkaloid ingestion [7].

## Supporting information

S1 Fig The sequences of the real-time RT-PCR products (5’ to 3’ orientation). Within a sequence, underlined nucleotides indicate the forward and reverse primer positions.
(DOCX)

S2 Fig Principle component analysis of microarray transcriptome analysis of 16 pituitary samples from steers grazing high- (HE, n = 8, red dots) or low- (LE, n = 8, blue dots) endophyte-infected forages. The red and blue dots represent linear combinations of the relative expression data, including expression values and variances, of the 26,675 gene transcripts in each Bovine GeneChip.
(DOCX)

S3 Fig Hierarchical cluster analysis of the 542 “focus” genes selected as differentially expressed (ANOVA P-values of < 0.001 and false discovery rates of ≤ 5%) by the pituitary of steers grazing high- (HE, n = 8) vs. low- (LE, n = 8) endophyte-infected forages. As indicated by the legend color box, white color in the middle represents the mean value, 0; red color represents gene expression levels above the mean expression; and blue color denotes expression below the mean. The intensity of the color reflects the relative intensity of the fold change.
(DOCX)

S1 Table Primer sets used for quantitative real-time RT-PCR analysis of the selected differentially expressed genes and reference genes.

S2 Table List of differentially expressed pituitary genes (P < 0.001, 542 genes) collected from steers grazing high- (HE, n = 8) or low- (LE, n = 8) endophyte-infected forages.

S3 Table List of selected genes involved in prolactin or POMC/ACTH expression expressed by pituitaries collected from steers grazing high- (HE, n = 8) or low- (LE, n = 8) endophyte-infected forages.

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612
**Supplement:** S1 Fig — Within a sequence, underlined nucleotides indicate the forward and reverse primer positions.

**Supplemental Figure S1.** The sequences of the real-time RT-PCR products (5’ to 3’ orientation). Within a sequence, underlined nucleotides indicate the forward and reverse primer positions.

***ACTB*:**

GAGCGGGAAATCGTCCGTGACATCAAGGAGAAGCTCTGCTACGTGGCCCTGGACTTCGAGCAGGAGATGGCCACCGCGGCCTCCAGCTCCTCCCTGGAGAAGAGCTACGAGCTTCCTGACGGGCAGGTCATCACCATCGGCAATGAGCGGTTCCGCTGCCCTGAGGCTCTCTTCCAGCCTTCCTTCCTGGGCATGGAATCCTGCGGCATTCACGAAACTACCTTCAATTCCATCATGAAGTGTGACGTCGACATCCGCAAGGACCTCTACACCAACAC

***PPIA*:**

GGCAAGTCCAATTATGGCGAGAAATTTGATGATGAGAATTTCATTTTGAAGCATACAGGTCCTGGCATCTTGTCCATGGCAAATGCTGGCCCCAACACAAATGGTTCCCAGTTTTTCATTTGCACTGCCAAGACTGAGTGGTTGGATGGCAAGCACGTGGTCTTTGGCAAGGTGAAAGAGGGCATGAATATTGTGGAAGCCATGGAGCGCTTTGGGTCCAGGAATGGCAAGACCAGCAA

***UBC*:**

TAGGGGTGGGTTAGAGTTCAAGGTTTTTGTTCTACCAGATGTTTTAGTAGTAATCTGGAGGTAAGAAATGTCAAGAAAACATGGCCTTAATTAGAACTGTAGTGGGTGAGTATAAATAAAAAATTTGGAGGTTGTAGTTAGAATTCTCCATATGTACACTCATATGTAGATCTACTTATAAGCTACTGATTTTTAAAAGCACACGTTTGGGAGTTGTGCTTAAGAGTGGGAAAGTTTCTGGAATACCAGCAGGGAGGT

***DRD2*:**

***PRL*:**

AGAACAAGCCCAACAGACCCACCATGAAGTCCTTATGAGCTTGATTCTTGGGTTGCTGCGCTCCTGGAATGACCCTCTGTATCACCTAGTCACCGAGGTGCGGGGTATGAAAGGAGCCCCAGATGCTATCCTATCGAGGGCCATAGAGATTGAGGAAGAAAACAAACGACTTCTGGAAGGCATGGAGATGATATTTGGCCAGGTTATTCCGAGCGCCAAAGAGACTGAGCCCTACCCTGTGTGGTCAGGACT

***s-PRLR*:**

***l-PRLR*:**

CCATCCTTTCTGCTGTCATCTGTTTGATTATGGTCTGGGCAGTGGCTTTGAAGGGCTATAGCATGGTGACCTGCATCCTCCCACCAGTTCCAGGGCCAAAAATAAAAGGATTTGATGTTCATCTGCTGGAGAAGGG

***POU1F1 (Pit-1)*:**

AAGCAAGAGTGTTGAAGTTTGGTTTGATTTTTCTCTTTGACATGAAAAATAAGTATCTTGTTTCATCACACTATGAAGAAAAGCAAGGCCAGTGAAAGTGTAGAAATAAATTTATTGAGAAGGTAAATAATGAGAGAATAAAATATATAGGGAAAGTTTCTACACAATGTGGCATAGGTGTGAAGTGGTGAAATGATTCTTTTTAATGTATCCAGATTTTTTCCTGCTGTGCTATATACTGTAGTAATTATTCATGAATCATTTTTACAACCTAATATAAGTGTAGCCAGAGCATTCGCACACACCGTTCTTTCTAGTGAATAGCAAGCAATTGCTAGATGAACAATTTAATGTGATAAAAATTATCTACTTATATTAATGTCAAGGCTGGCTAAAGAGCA

***GAL*:**

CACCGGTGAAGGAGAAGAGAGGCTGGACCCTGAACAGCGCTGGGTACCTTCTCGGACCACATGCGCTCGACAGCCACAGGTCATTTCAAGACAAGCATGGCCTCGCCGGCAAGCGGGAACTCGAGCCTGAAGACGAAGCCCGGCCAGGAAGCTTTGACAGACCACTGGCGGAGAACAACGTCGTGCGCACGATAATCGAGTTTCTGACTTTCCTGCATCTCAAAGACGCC

***VIP*:**

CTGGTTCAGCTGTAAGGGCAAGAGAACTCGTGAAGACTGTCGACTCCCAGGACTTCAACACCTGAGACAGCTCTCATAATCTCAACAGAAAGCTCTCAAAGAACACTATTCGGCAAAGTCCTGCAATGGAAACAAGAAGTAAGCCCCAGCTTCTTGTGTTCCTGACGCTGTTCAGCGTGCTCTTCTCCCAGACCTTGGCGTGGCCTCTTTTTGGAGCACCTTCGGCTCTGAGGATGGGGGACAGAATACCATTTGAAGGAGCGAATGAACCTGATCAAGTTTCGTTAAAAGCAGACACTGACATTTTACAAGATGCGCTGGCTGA

***POMC*:**

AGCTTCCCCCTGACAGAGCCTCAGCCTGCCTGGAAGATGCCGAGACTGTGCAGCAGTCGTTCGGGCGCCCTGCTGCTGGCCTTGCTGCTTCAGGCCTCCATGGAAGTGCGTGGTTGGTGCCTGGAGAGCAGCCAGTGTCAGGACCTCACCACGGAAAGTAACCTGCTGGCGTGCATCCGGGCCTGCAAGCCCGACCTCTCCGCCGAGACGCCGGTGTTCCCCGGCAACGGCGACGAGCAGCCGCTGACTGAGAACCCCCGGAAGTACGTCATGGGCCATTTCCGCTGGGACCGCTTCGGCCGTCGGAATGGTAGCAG

***PCSK1*:**

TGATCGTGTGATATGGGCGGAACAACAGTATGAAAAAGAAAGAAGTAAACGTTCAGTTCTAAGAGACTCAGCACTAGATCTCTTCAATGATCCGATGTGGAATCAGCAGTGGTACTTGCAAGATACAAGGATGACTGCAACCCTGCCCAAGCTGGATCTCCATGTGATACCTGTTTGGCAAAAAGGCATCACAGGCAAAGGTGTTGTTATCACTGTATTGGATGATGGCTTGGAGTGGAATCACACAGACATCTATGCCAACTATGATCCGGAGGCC

***GH1:***

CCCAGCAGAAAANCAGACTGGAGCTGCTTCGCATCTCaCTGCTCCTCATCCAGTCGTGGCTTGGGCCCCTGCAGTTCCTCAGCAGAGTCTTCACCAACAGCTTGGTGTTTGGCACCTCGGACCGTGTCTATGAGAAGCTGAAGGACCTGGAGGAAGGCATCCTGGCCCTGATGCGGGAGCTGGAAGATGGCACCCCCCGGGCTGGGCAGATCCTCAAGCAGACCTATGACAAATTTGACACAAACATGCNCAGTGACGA

***TSHB:***

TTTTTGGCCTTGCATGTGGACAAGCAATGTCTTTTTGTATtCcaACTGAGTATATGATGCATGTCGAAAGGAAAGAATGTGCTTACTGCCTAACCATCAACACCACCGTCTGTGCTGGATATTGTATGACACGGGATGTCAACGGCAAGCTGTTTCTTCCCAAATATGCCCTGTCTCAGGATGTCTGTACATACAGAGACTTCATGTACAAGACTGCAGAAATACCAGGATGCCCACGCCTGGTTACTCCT

***TBX19 (Tpit):***

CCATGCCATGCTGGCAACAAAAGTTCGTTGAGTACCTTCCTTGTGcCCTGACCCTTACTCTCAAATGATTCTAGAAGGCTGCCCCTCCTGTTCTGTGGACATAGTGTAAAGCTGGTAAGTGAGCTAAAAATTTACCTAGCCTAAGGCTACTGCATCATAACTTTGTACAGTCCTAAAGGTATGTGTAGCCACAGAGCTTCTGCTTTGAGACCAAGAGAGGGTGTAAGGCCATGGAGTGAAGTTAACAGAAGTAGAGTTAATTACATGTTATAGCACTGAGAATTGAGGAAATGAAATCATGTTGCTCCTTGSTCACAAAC

***NEUROD1:***

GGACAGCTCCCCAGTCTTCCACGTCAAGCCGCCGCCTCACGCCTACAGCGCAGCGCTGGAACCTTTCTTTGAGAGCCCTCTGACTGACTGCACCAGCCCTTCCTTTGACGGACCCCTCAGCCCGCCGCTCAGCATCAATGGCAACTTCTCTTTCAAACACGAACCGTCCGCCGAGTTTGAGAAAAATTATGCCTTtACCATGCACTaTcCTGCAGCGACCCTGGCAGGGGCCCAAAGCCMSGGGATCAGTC

***NR3C1 (Glucocorticoid receptor):***

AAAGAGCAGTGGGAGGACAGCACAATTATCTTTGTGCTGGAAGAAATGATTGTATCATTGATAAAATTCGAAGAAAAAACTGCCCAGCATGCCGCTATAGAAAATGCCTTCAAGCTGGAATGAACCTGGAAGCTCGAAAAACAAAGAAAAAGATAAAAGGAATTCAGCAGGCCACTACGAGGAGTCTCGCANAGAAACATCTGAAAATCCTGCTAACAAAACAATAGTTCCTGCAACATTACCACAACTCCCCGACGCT

***CRHR1:***

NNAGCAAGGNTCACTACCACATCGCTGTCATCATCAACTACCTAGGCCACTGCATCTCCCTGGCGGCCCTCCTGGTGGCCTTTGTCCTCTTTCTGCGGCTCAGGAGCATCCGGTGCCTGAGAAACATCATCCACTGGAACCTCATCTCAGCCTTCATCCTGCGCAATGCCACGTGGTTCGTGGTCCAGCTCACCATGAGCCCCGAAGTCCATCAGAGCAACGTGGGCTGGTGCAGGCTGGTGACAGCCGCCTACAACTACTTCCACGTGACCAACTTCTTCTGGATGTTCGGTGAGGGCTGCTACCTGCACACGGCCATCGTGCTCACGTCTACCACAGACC

***CRHR2:***

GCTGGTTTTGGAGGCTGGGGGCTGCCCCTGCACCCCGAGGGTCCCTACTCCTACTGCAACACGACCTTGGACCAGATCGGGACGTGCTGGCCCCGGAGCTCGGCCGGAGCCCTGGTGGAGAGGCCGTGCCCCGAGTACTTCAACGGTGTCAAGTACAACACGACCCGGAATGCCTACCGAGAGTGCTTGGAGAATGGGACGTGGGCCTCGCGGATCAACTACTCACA

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612

**Supplemental Figure S2.** Principle component analysis of microarray transcriptome analysis of 16 pituitary samples from steers grazing high- (HE, n = 8, red dots) or low- (LE, n = 8, blue dots) endophyte-infected forages. The red and blue dots represent linear combinations of the relative expression data, including expression values and variances, of the 26,675 gene transcripts in each Bovine GeneChip.
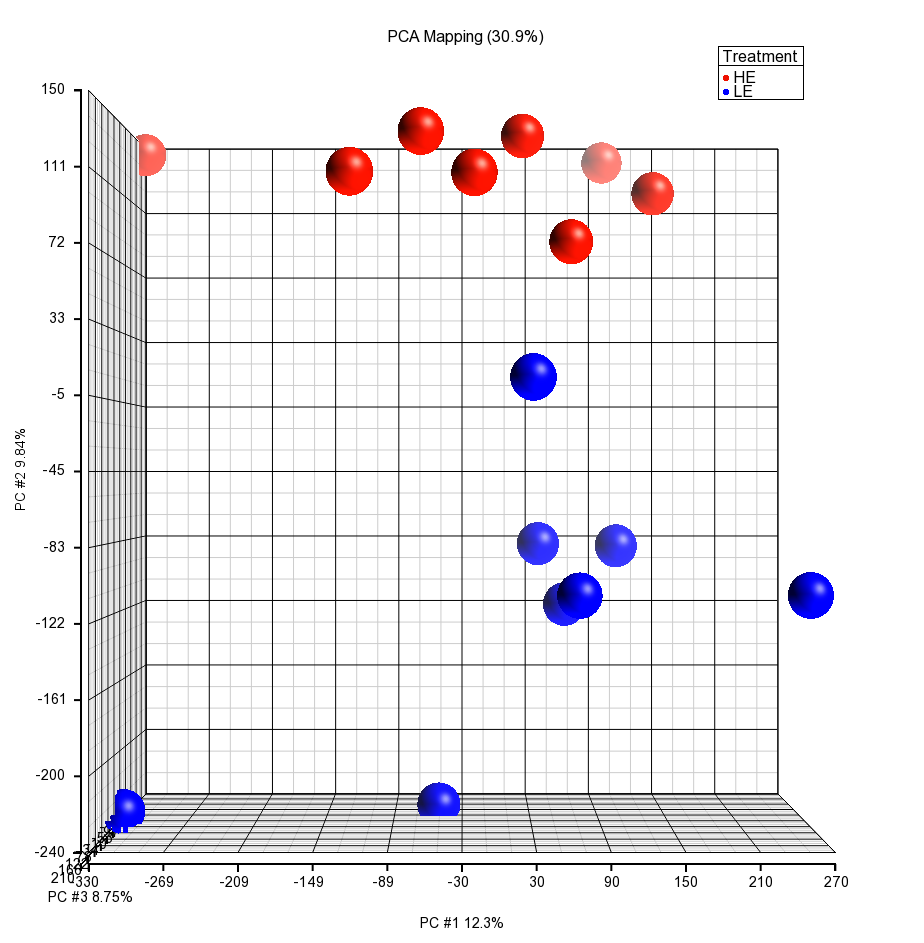

**Supplement:** S2 Fig — The red and blue dots represent linear combinations of the relative expression data, including expression values and variances, of the 26,675 gene transcripts in each Bovine GeneChip.

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612
**Supplement:** S3 Fig — As indicated by the legend color box, white color in the middle represents the mean value, 0; red color represents gene expression levels above the mean expression; and blue color denotes expression below the mean. The intensity of the color reflects the relative intensity of the fold change.

**Supplemental Figure S3.** Hierarchical cluster analysis of the 542 “focus” genes selected as differentially expressed (ANOVA P-values of < 0.001 and false discovery rates of ≤ 5%) by the pituitary of steers grazing high- (HE, n = 8) vs. low- (LE, n = 8) endophyte-infected forages. As indicated by the legend color box, white color in the middle represents the mean value, 0; red color represents gene expression levels above the mean expression; and blue color denotes expression below the mean. The intensity of the color reflects the relative intensity of the fold change.

**
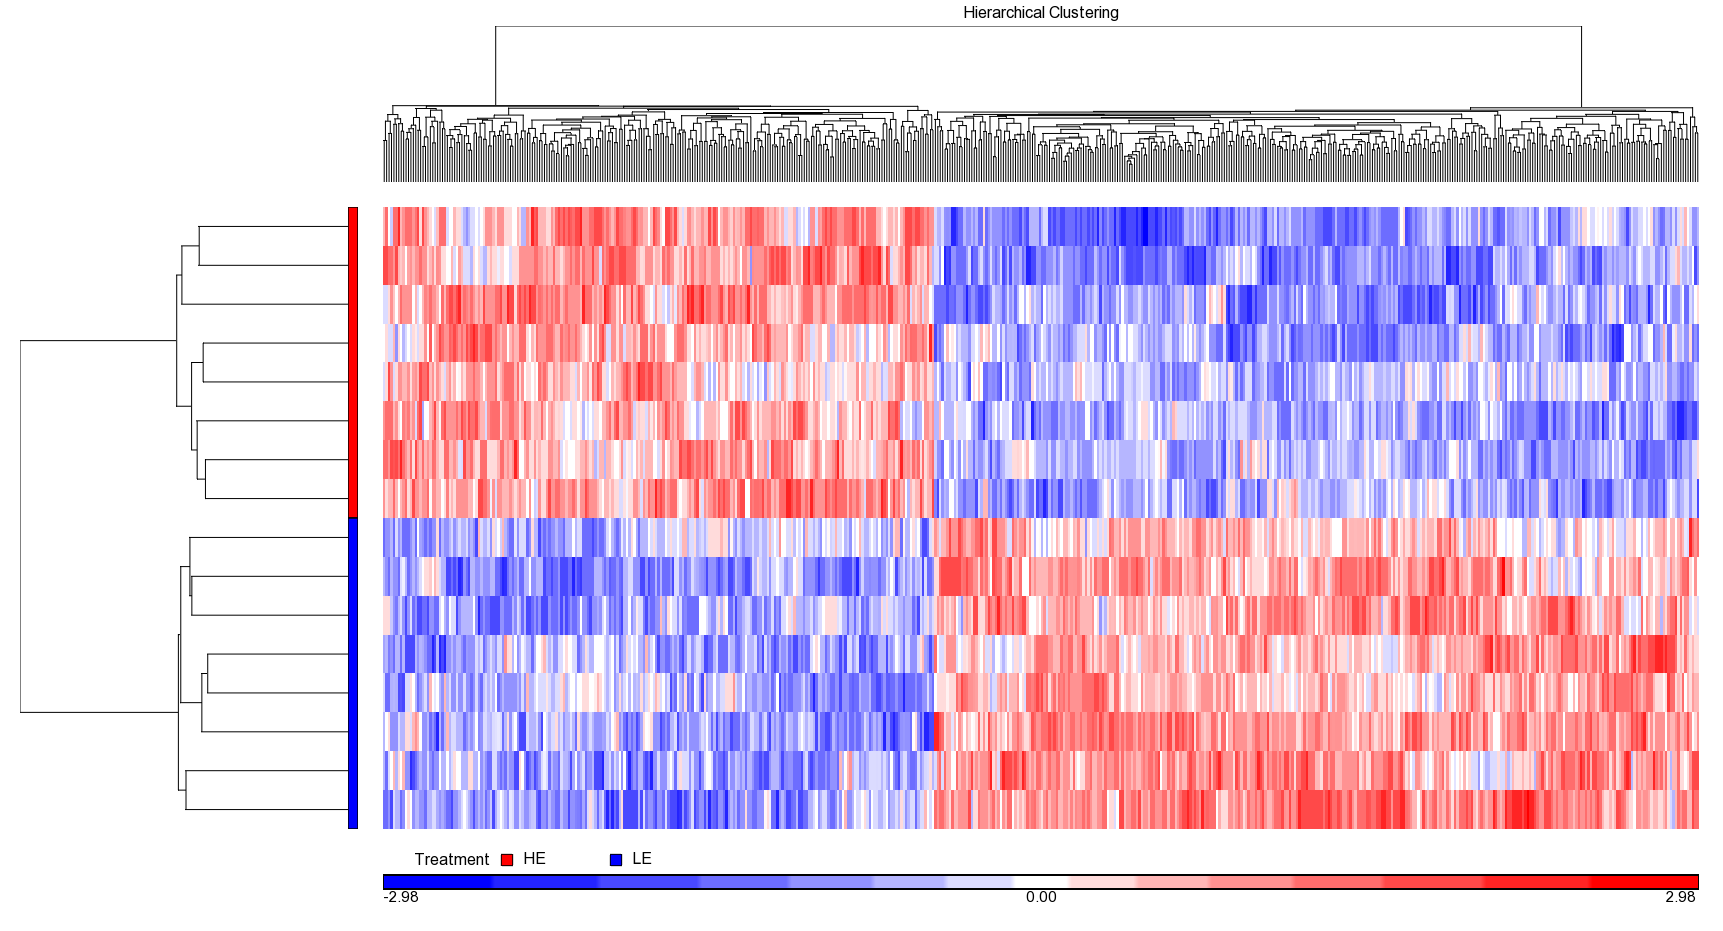
**

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612
**Supplement:** S1 Table

^1^The contents in the parentheses associated with each gene symbol are the accession numbers of the sequences retrieved from the NCBI RefSeq database and used as templates for designing primers and probes.

^2^All the real-time RT-PCR products were validated by sequencing. The identity values (%) presented are the base-pair ratios between the number of identical base pairs and the total amplicon length.

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612
**Supplement:** S2 Table

**Supplemental Table 2.** List of differentially expressed pituitary genes (P < 0.001, 542 genes) collected from steers grazing high- (HE, n = 8) or low- (LE, n = 8) endophyte-infected forages.

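Of the 542 probe sets of S2 Table, 536 are in the deposited table used here. Genes such as *DRD2*, *PCSK1* and *EPHA7* keep their direction, as do all 536. The log2 fold changes of the deposited values differ from those of S2 Table by 0.03 on average and by 0.31 at most. By limma 382 of them passed P under 0.001, 508 passed P under 0.01 and 528 passed P under 0.05. The one-way ANOVA of the methods, run on the deposited values, gave P under 0.001 for 409 of them, so the use of limma does not account for all of the difference. Outside S2 Table, 180 probe sets passed P under 0.001 by limma.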

# Supplementary material for: Pituitary genomic expression profiles of steers are altered by grazing of high vs. low endophyte-infected tall fescue forages
**Source:** PLoS One. 2017 Sep 13;12(9):e0184612. doi: 10.1371/journal.pone.0184612
**Supplement:** S3 Table

**Supplemental Table 3.** List of selected genes involved in prolactin or POMC/ACTH expression expressed by pituitaries collected from steers grazing high- (HE, n = 8) or low- (LE, n = 8) endophyte-infected forages.

| Transcript ID | Gene Symbol | Gene_assignment | p-value | False Discovery Rate | Ratio(HE vs.LE) | Fold-Change(HE vs. LE) |
| --- | --- | --- | --- | --- | --- | --- |
| 12730735 | DRD2 | Dopamine receptor D2 | 5.55E-07 | 0.00148011 | 0.569216758 | -1.7568 |
| 12804415 | PRL | Prolactin | 6.12E-06 | 0.00411905 | 0.814617496 | -1.22757 |
| 12785083 | PRLR | Prolactin receptor | 8.86E-05 | 0.0163351 | 0.762951095 | -1.3107 |
| 12683485 | POU1F1 | POU class 1 homeobox 1 | 0.00350045 | 0.0919041 | 0.769538585 | -1.29948 |
| 12829370 | GAL | Galanin/GMAP prepropeptide | 0.00857877 | 0.143484 | 0.745089858 | -1.34212 |
| 12896608 | VIP | Vasoactive intestinal peptide | 0.00330761 | 0.0891485 | 0.568424044 | -1.75925 |
| 12698459 | POMC | Proopiomelanocortin | 0.000711262 | 0.0415162 | 0.797441807 | -1.25401 |
| 12883237 | PCSK1 | Proprotein convertase subtilisin/kexin type 1 | 3.55E-06 | 0.00326731 | 0.580548154 | -1.72251 |
| 12766978 | GH1 | Growth Hormone 1 | 0.72773 | 0.91774 | 1.005162515 | 1.00516 |
| 12842660 | TSHB | Thyroid stimulating hormone beta | 0.999161 | 0.999934 | 1.000078006 | 1.00008 |
| 12844718 | TBX19 | T-Box 19 | 0.104204 | 0.458935 | 0.881026219 | -1.13504 |
| 12778522 | NEUROD1 | Neuronal differentiation 1 | 0.177765 | 0.56633 | 1.188588599 | 1.18859 |
| 12883226 | NR3C1 | Nuclear receptor subfamily 3 group C member 1 | 0.112395 | 0.473489 | 1.137451971 | 1.13745 |
| 12760857 | CRHR1 | Corticotropin releasing hormone receptor 1 | 0.106139 | 0.461876 | 1.19399706 | 1.194 |
| 12850526 | CRHR2 | Corticotropin releasing hormone receptor 2 | 0.724778 | 0.916408 | 1.028423571 | 1.02842 |

How the deposited data were processed for this re-analysis (not part of the article)

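Whole pituitary glands of 16 steers, 8 from HE and 8 from LE pasture, were measured, each on 1 bovine whole-transcript GeneChip, and glands of 3 further steers were left out by the authors for tissue damage. The deposited table holds log2 expression values that the authors made with Robust Multichip Averaging, with a correction for probe length and GC content, quantile normalization across the chips and median polish of the probes of each probe set. The scanner software was GCOS 1.2 and the analysis software Partek 6.4 according to the submitters' processing notes, while the methods name version 6.6 of Partek. That the values are log2 values follows from the ratios of S2 Table. Their log2 values differ from the differences of the group means by 0.03 on average and by 0.31 at most. The raw scanner files and the RT-PCR data were not analysed here.

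Of 26303 probe sets, 16571 carry 1 gene symbol in the platform annotation, 0 carry several and 9732 carry none. S2 and S3 Tables name 71 more, and in 18 cases where the names differed the paper's name was used, which leaves 16642 named probe sets and 16283 distinct names. Symbols were matched to the annotation of the ARS-UCD2.0 cattle assembly. 104 probe sets carry identifiers outside the range of the transcript identifiers of S2 Table and were kept. *MIR584* and *CSHL1* matched no named probe set and were not analysed here.

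HE and LE were compared with limma 3.58.1 in R 4.3.3 (linear model and moderated test, two-sided, Benjamini-Hochberg adjustment over all probe sets) on the deposited values without a filter, a new normalization or a covariate. A gene is called at an adjusted p under 0.05, and transcripts are also counted at P under 0.001 and 0.01. Where a gene has several probe sets, that of S2 or S3 Table was taken, otherwise the brightest. The genes named are those that the paper names in its text, in Tables 2, 4 and 5 and in S3 Table, the 10 that rose and the 10 that fell most, and up to 4 members of each gene list with the smallest p, 209 in all. The rule and the gene lists were written before the data were examined, but after the values of S2 and S3 Tables had been seen.

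The gene lists of 29 complexes, pathways and cell types with at least 3 measured members were tested with camera of limma at a preset correlation of 0.01, over 16283 named genes, and with an estimated correlation and, against no change and not against other genes, with fry beside it. The calls that hold with an estimated correlation are those of the coat and tethering proteins, of granule and prohormone proteins, of the citric acid cycle and of the circadian clock. Lists that the study chose, in whole or in part on these arrays, were counted and not tested. Group positions on principal components and the difference between *PRL* and *GH1* were tested by exact permutation over all 12870 splits of the arrays. Arrays were clustered by Euclidean distance and average linkage.

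The alternatives, set before the data were examined, were the paper's one-way test and an unequal-variance test per probe set, a trended and robust prior, array weights, a filter on probe sets below the 25th percentile of mean signal (which keeps 19727), a second quantile normalization, median centring, the first residual principal component as a covariate, the steer number as a block, each array left out in turn, and other scalings, linkages, distances and probe sets for the principal components and the tree. Leaving out the probe sets with identifiers outside the transcript range was added after the data were seen. The pipeline was tested on simulated data with 50 probe sets shifted by each of 4 sizes. At an adjusted p under 0.05, it recovered 20 of 50 with a shift of 0.3 on the log2 scale and 47 of 50 with a shift of 0.8, with 9 false calls among 26073 unchanged probe sets. The simulated probe sets varied independently of each other, so the number of false calls with correlated genes was not tested. The number of arrays, 8 per group, limits the precision. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.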

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

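The test of all hormone cells together, also used for the posterior lobe, was chosen after its result was seen. In 4 of 90 groups of 8 values, 1 steer lay far from the others by Dixon's ratio of its gap to the range, where chance gives about 1 in 20 groups. For *MIR380*, HE replicate 4 was at 3.54 against 4.04 ± 0.11 (SD, n = 7), with a ratio of 0.582. For *MIR544A*, LE replicate 4 was at 8.29 against 7.47 ± 0.14 (SD, n = 7), with a ratio of 0.631. For *MIR2356*, LE replicate 3 was at 6.38 against 5.79 ± 0.14 (SD, n = 7), with a ratio of 0.531. On PC #2, HE replicate 1 lay apart from the other HE steers with a ratio of 0.743.

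13 of 29 gene lists that the paper did not analyse differed from other genes by camera. With an estimated correlation 4 of these pass, coat and tethering proteins of vesicles, granule and prohormone proteins, the citric acid cycle and the circadian clock. All lists were written after the values of S2 and S3 Tables, from the same arrays, had been seen. By fry, which tests a list against no change and not against other genes, adjusted p-values were 0.0576 for endothelial, 0.163 for macrophage and 0.0496 for erythrocyte markers. Lower in HE steers were microRNA genes of the *DLK1*-*DIO3* locus (adjusted p = 5.40e-10), coat and tethering proteins of vesicles (2.13e-08), granule and prohormone proteins (1.73e-06), the respiratory chain (1.38e-05), tRNA synthetases (0.000279) and the citric acid cycle (0.000306). Higher were antigen presentation and complement genes (7.03e-07), circadian clock genes (0.000306), glucocorticoid-induced genes (0.000412) and markers of fibroblasts and pericytes (0.00402), of endothelium (0.00608), of gonadotrophs (0.024) and of macrophages (0.024).

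The 562 probe sets at P under 0.001 were set against other groupings of the arrays. Of 100 other splits into 8 and 8, the highest gave 190, so the count was larger than in each of them. With 100 splits drawn, a rare chance result cannot be excluded. The full separation of HE and LE in the tree of these transcripts is another matter. Among 94 other splits with at least 10 probe sets of their own, 93 gave a tree with that split on top, so the separation may follow from choosing the transcripts by group. Trees from all probe sets and from the most variable ones did not separate the groups, whereas PC #1 did with scaled probe sets, with no choice by group. With probe sets centred only, 6 of 8 HE steers lay above all LE steers on PC #1.

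*DRD2*, *PRL*, *POMC* and *PCSK1* were lower in HE glands, and 3 explanations by gland composition were set against a change in expression with the pasture, which is the biological explanation that the design gives. A smaller share of all hormone cells is argued against only by a test chosen after its result was seen. The mean of 10 somatotroph, thyrotroph and gonadotroph markers was higher in HE, at 11.43 ± 0.08 against 11.33 ± 0.07 (SD, n = 8 steers each), a difference of 0.10 (exact permutation test, p = 0.0165). The markers include *GH1* and *LHB*, which are so bright that saturation of the array is not excluded. For a larger share of posterior lobe, the bounds set in advance did not decide. The same difference of 0.10, chosen afterwards, argues against it as the whole cause. Pituicyte markers, with 7 of 7 higher, leave a larger share open as a part. Their median log2 fold change of 0.102 misses the bound of under 0.1 set in advance. By camera their adjusted p was 0.063, with 0.0427 under median centring, 0.0421 with the block and 0.0185 to 0.0321 without HE replicate 4, 5, 6 or 7. For a smaller share of intermediate lobe, *PCSK2* at -0.69 lay past the bound set in advance for that explanation. It was the 1 melanotroph marker measured, so a smaller share cannot be told apart from a change in expression. For *DRD2* and *PRL*, a lower share of lactotrophs, or a change in these cells with the pasture, stays open as a hypothesis that was not tested.

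The paper's Table 4 gives larger falls of *PRL* and *POMC* by RT-PCR than on the array, and saturation of the array for abundant transcripts could account for this. Both genes lie within the top 0.0418% and 0.0532% of probe sets. The median spread between arrays of the brightest probe sets was 0.677 of that of the other probe sets above the median, above the ratio set in advance for saturation, and *PRL* is too bright for the bound set against it, so the explanation cannot be excluded.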

How the results depend on the processing

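The alternative without identifiers outside the transcript range was chosen after seeing the data, and all its 214 values kept their direction and side of the threshold. No called result changed its sign under any alternative. For single genes the sign could not change where an alternative altered only the test, the prior or the probe sets kept, since the log2 fold change stays the same. Of the values of single genes, 1781 kept their side of the threshold under other alternatives, 75 no longer passed and 60 newly passed, and with 1 array left out the counts were 2869, 189 and 30. For gene lists they were 218, 11 and 3, and with 1 array left out 453, 5 and 6. Changes of sign in values short of the threshold count as kept. The cause was not tested for any of the changes below.

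Probe sets at P under 0.001 numbered 435 to 580 with 1 array left out and at most 699 otherwise. Those at an adjusted p under 0.05 numbered 375 (without HE replicate 5) to 668 (without LE replicate 7), with 387 without LE replicate 1 and 394 without LE replicate 4, and at most 923 otherwise. Those at P under 0.01 ranged from 1355 to 1956, and miRNA genes at P under 0.001 from 6 to 9 with 1 array left out. Calls of listed genes numbered 34, 54 with a trended and robust prior, and 21 (without HE replicate 5) to 35 with 1 array left out. List tests past the threshold numbered 13, 12 to 14 with 1 array left out, and 4 with an estimated correlation. Macrophage markers lost their call without HE replicate 3 (0.0665), HE replicate 4 (0.0888), HE replicate 5 (0.066) or LE replicate 2 (0.107).

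*POU1F1*, at -0.37, passed with a trended and robust prior, the filter and the residual component (-0.37 each), with a second quantile normalization (-0.34) and with median centring (-0.38), and with 1 array left out its log2 fold change ran from -0.41 to -0.33. That of *VIP* ran from -1.06 to -0.75. *POMC* no longer passed with an unequal-variance test (-0.29, adjusted p = 0.0983) or a second quantile normalization (-0.25), and ran from -0.32 to -0.23 with 1 array left out. The filter gave a variance share of 38.8% and a mean correlation of 0.985. The number of trees, out of 1 each, that separated the groups was 0 with all probe sets and 0 with the most variable ones.

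With the steer number as a block, there were 318 probe sets at P under 0.001, 125 at an adjusted p under 0.05, 4 miRNA genes and 9 calls of listed genes, and the fold changes of *PRLR* (-0.35) and *POMC* (-0.29) did not pass. The numbers do not pair the steers. After removing the group means, arrays with the same number had correlations of -0.075 to 0.053, and 0 of 8 numbers had their best match in the other group under their own number, so a block removes degrees of freedom. For arrays, signal over background limits dim probe sets.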

Differences from the paper's values

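All tests of this part were set before the data were examined. The smallest rise among probe sets at P under 0.001 was 9.68% by limma, and the paper's value is 5.5%. Under the paper's one-way test and the unequal-variance test the value falls within 1.5 times the paper's, and under the other alternatives it does not. The smallest fall was 8.59% by limma, and the paper's value is 5.7%. The one-way test, the unequal-variance test and the trended and robust prior bring it within 1.5 times the paper's, and the others do not. The mean pairwise correlation of arrays was 0.989, and the paper's value is 0.98. Without dim probe sets it was 0.9847, which rounds to the paper's value.

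The paper's S2 Fig places the separation of the groups on its second axis, whereas HE and LE came apart on PC #1 here with scaled probe sets, and overlapped there with probe sets centred only. Of the 536 probe sets of S2 Table that were measured, 154 did not pass P under 0.001 by limma, and 97 of these passed under at least 1 other setting. The one-way test calls 409 of S2 Table, the unequal-variance test 366 and the trended and robust prior 435. Since the one-way test is that of the paper, limma does not account for all of the difference. Among genes that the paper names as differentially expressed, 12 did not pass P under 0.001 by limma. In the list below, a gene passes where its unadjusted P is under 0.001, and the values in parentheses are adjusted p-values unless marked P. *PRKAR1A* (adjusted p = 0.1 by limma) and *GNB5* (adjusted p = 0.0576) pass under the one-way test, the unequal-variance test and the trended and robust prior, and *GNB5* also with median centring and without LE replicate 5. *SEMA4C* (adjusted p = 0.0487) passes under these 3, with the filter and without HE replicate 4, HE replicate 5, LE replicate 2 or LE replicate 6. *MAP3K3* (adjusted p = 0.0498) passes under the one-way test, the trended prior, the filter and without HE replicate 6 or 7. *RPS6KA5* (adjusted p = 0.0502) passes with the trended prior, the filter, the residual component and without HE replicate 2, HE replicate 6, LE replicate 2 or LE replicate 8. *NCOA1* (adjusted p = 0.0734) passes under the one-way test, the trended prior, a second quantile normalization and without HE replicate 2. *DUSP10* (adjusted p = 0.0555) passes with the trended prior and without LE replicate 7, *CNGA3* (adjusted p = 0.0831) with the block and without LE replicate 8, and *ESR1* (adjusted p = 0.0545) with the trended prior and without HE replicate 2 or 3. *MIR2400* (adjusted p = 0.123) passes under the one-way and the unequal-variance test. *CPE* (adjusted p = 0.149) and *PLCL2* (adjusted p = 0.357) pass under none of the settings run.

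The paper states lower *POU1F1*, *GAL* and *VIP* in HE steers on the array. The log2 fold changes have that sign here, at -0.37, -0.46 and -0.91, with adjusted p-values of 0.0551, 0.135 and 0.0959 by limma. *MIR2373*, which the paper names at its relaxed threshold of an unadjusted P under 0.05, did not pass that threshold by limma (adjusted p = 0.442). For ErbB signaling the paper gives 10 genes, and its Table 1 lists 13 symbols.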

Other observations

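No test in this part was chosen after its own result was seen. The gene lists were written after the values of S2 and S3 Tables, which come from the same arrays, had been seen, so the list tests are not independent evidence. Genes of energy metabolism were lower in HE steers, in glands where endothelial (10 of 10), macrophage (7 of 8), fibroblast and pericyte (6 of 7) and pituicyte (7 of 7) markers had higher means. All 17 measured enzymes of the citric acid cycle had lower means (median log2 fold change -0.08, camera adjusted p = 0.000306, or 0.0121 with an estimated correlation). None passed on its own in the main limma fit, and 3 were lower when adjusted over the list alone, with *CS*, citrate synthase, at -0.15 and *MDH2*, malate dehydrogenase, at -0.16. Some passed under other settings, among them *CS* and *SDHA* with the one-way test of the methods (adjusted p = 0.037 and 0.0282) and *MDH2* without LE replicate 5 (0.0347). Of 76 subunits of the respiratory chain and ATP synthase, 65 had lower means and 3 fell, *ATP5G1* (log2 fold change -0.28, standard error 0.05, adjusted p = 0.0089), *COX7A2L* (log2 fold change -0.29, standard error 0.06, adjusted p = 0.0118) and *UQCRH* (log2 fold change -0.16, standard error 0.04, adjusted p = 0.0488), with 7 falls when adjusted over the list alone (camera, adjusted p = 1.38e-05; adjusted p = 0.219 with an estimated correlation). Of 17 cytosolic tRNA synthetases, *WARS* (log2 fold change -0.21, standard error 0.04, adjusted p = 0.0184) and *EPRS* (log2 fold change -0.17, standard error 0.04, adjusted p = 0.0304) fell, with 4 falls when adjusted over the list alone (camera, adjusted p = 0.000279; adjusted p = 0.254 with an estimated correlation). With 1 array left out, *UQCRH* passed in 3 of 16 fits (adjusted p from 0.0342 to 0.0964) and *EPRS* in 8 (adjusted p from 0.018 to 0.0632), and with array weights *UQCRH* was at an adjusted p = 0.0603.

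Circadian clock and antigen presentation genes were higher. Of 14 clock genes 12 had higher means, and *RORB* (log2 fold change 0.48, standard error 0.06, adjusted p = 0.000461) and *RORA* (log2 fold change 0.27, standard error 0.05, adjusted p = 0.00661), nuclear receptors of the clock, rose, with the same 2 rises when adjusted over the list alone (camera, adjusted p = 0.000306; adjusted p = 0.0136 with an estimated correlation). Of 17 genes of antigen presentation and complement 16 had higher means, and *ERAP1*, a peptidase that trims antigens (log2 fold change 0.26, standard error 0.05, adjusted p = 0.0187), *TAPBPL* (log2 fold change 0.19, standard error 0.04, adjusted p = 0.0211) and the complement gene *C3* (log2 fold change 0.54, standard error 0.13, adjusted p = 0.0328) rose, with 7 rises when adjusted over the list alone (camera, adjusted p = 7.03e-07; adjusted p = 0.0795 with an estimated correlation). In these glands macrophage markers had a median log2 fold change of 0.21 and endothelial markers of 0.11. *C3* passed in 9 of the 16 fits that leave out 1 array (adjusted p from 0.0205 to 0.0649) and not with an unequal-variance test (adjusted p = 0.0577). *EMCN*, the 1 endothelial marker that rose (log2 fold change 0.34, standard error 0.08, adjusted p = 0.0454), passed in 2 of them (adjusted p from 0.0175 to 0.0868) and not with the one-way test, the unequal-variance test, array weights or median centring (adjusted p = 0.0561, 0.0627, 0.0567 and 0.0514).

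The other lists did not pass by camera. The adjusted p-values were 0.264 for stem and folliculostellate cells, 0.063 for pituicytes (which pass with median centring, the block and without HE replicate 4, 5, 6 or 7), 0.264 for oligodendrocytes, 0.518 for neuronal transcripts, 0.597 for lymphocytes, 0.156 for erythrocytes (0.0496 by fry, which tests against no change), 0.204 for chaperones of the endoplasmic reticulum (which pass without HE replicate 2, 0.0276, or LE replicate 2, 0.043), 0.204 for ATF4 targets, 0.255 for proliferation genes, 0.373 for immediate early genes, 0.768 for heat shock genes, 0.429 for pars tuberalis genes and 0.387 for the other genes of the *DLK1*-*DIO3* locus. In the pars tuberalis list *CHGA* rose and *DIO2*, a deiodinase, fell (log2 fold change -0.71, standard error 0.13, adjusted p = 0.00892). Among ATF4 targets 2 of 16 fell, *ASNS* (log2 fold change -0.19, standard error 0.04, adjusted p = 0.0146) and *SHMT2* (log2 fold change -0.30, standard error 0.05, adjusted p = 0.00749), and 0 rose. Thyrotroph, melanotroph and reference lists were too short to test, with median log2 fold changes of -0.07, -0.69 and -0.04.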
